# *In vitro* aging alters the gene expression and secretome composition of canine adipose-derived mesenchymal stem cells

**DOI:** 10.3389/fvets.2024.1387174

**Published:** 2024-03-28

**Authors:** Marina Prišlin, Ana Butorac, Rea Bertoša, Valentina Kunić, Ivana Ljolje, Petar Kostešić, Dunja Vlahović, Šimun Naletilić, Nenad Turk, Dragan Brnić

**Keywords:** canine adipose-derived mesenchymal stem cell, *in vitro*, gene expression, secretome, *in vitro* aging, long-term culture, veterinary regenerative medicine

## Abstract

**Introduction:**

Canine adipose-derived mesenchymal stem cells (cAD-MSCs) hold therapeutic promise due to their regenerative potential, particularly within their secretome. However, concerns arise regarding the impact of *in vitro* cultivation necessitated for storing therapeutic doses, prompting this study to comprehensively explore the impact of *in vitro* aging on gene expression and secretome composition.

**Methods:**

The study involved collecting abdominal adipose tissue samples from nine healthy female dogs, from which cAD-MSCs were extracted and cultured. Stem cells were validated through trilineage differentiation assays and flow cytometry immunophenotyping. Gene expression profiling using RT-qPCR array, and cAD-MSCs secretome LC-MS/MS analysis, were conducted at passages 3 and 6 to reveal gene expression and protein composition alterations during *in vitro* culture.

**Results and Discussion:**

The results demonstrate that the gene expression and secretome composition of cAD-MSCs were impacted by *in vitro* aging. Among many alterations in gene expression between two passages, two significant downregulations were noted in the MSC-associated PTPRC and IL10 genes. While the majority of proteins and their functional characteristics were shared between passages, the influence of cell aging on secretome composition is highlighted by 10% of proteins being distinctively expressed in each passage, along with 21 significant up- and downregulations. The functional attributes of proteins detected in passage 3 demonstrated a greater inclination towards supporting the regenerative capacity of cAD-MSCs. Moreover, proteins in passage 6 exhibited a noteworthy correlation with the blood coagulation pathway, suggesting an elevated likelihood of coagulation events. To the best of our knowledge, this study presents the first original perspective on the changes in secretome composition that occur when cAD-MSCs age *in vitro*. Furthermore, it contributes to broadening the currently restricted knowledge base concerning the secretome of cAD-MSCs. In conclusion, our findings show that the regenerative potential of cAD-MSCs, as well as their secretome, may be compromised by *in vitro* aging. Therefore, our study suggests a preference for earlier passages when considering these cells for therapeutic applications.

## 1 Background

New approaches in veterinary regenerative medicine instill hope by providing increasing evidence of advancements in treating previously incurable diseases through stem cells (1–3). The canine adipose-derived mesenchymal stem cells (cAD-MSCs) are a focal point of current research, given the abundance, ease of collection, and higher proliferation rate of AD-MSCs in contrast to alternative mesenchymal stem cell (MSCs) resources (4–6). The cAD-MSCs have been confirmed to possess regenerative capabilities facilitated by their multipotency and, notably, their ability to modulate the immune response (7–9).

Based on most recent studies, the prospect of cellular regeneration is found in the paracrine activity of cAD-MSCs, called secretome (10–12). The secretome encompasses soluble factors, including cytokines, growth factors, morphogens, chemokines, and non-soluble factors, known as extracellular vesicles containing proteins, lipids and RNAs (12). Formerly viewed as cellular debris, it is now established that these biomolecules play a pivotal role in modulating various biological processes such as cell proliferation, survival, differentiation, immunomodulation, anti-apoptosis, and angiogenesis (11). From the current point of view, cAD-MSCs secretome provides several advantages over cAD-MSCs cell therapy, such as a lower risk of thrombosis and tumor formation and easier manufacturing, handling, and storage. Furthermore, secretome could be mass-produced under controlled conditions, tailored for therapeutic effects, and stored for immediate use in acute conditions without the need for a donor or time-consuming cell expansion (10, 12, 13).

However, to achieve and store therapeutic doses of cAD-MSCs and their secretome, *in vitro* cultivation is needed. Throughout the long-term cultivation process, MSCs undergo replicative senescence, leading to a potential reduction or absence of positive therapeutic outcomes, as extensively reviewed in human research (14, 15). Long-term cultivated MSCs undergo enlargement and adopt a hypertrophic morphology, aligning with significant changes in biological features, gene expression profile, differentiation, and immunomodulatory potential (14, 16).

In contrast to human MSCs, there has been limited investigation into the impact of *in vitro* aging on gene expression profiles and secretome composition of cAD-MSCs. Our prior research has contributed to a better understanding of gene expression changes during *in vitro* passages, albeit on a limited scale (17, 18), indicating the need for further investigation. To our knowledge, no data has been published regarding alterations in the secretome composition during long-term culture of cAD-MSCs. Only two studies investigated cAD-MSCs’ secretome; the initial characterization of soluble factors and exosomes confirmed their immunomodulatory potential (5). Moreover, additional research reaffirmed the immunosuppressive effects of cAD-MSCs secretome exosomes *in vitro* (19).

Therefore, the primary objective of this study was to enhance the understanding of the effects of *in vitro* aging on the gene expression and secretome composition of cAD-MSCs.

## 2 Methods

### 2.1 Ethics approval and consent to participate

The present research was evaluated and approved by the Ethics Board of the Croatian Veterinary Institute, approval code Z-IV-4-2022/19, May 9, 2019, and Veterinary Ethics Committee at the Faculty of Veterinary Medicine, University of Zagreb, approval code 640-01/20-17/10, February 20, 2020, 640-01/20-17/55, September 28, 2020, and 640-01/22-02/07, April 20, 2022. Canine donor’s owners provided written informed consent before sampling.

### 2.2 Adipose tissue collection, cAD-MSCs extraction, and propagation

The research involved obtaining abdominal adipose tissue samples from nine clinically healthy female dogs (*Canis lupus familiaris*) who underwent elective ovariohysterectomy or ovariectomy surgical procedures. We decided to collect only female donors due to the abundance of adipose tissue at elective surgeries compared to male donors. The latter would need laparoscopic sampling to obtain the adequate quantity, which we considered to be against the 3R approach (20). Nevertheless, sex was not recognized as influential in cell surface marker expression, viability, proliferation, or differentiation potential (21). The acquisition of adipose tissue, cAD-MSCs extraction, and propagation adhered to the established protocol previously detailed in Krešić et al. (18). Briefly, 1–7 g of adipose tissue (Table 1), depending on the availability, was obtained from biomedical waste of ovarian mesostructure, placed into a sterile Falcon tube devoid of the medium, and stored at 4°C until transportation to the laboratory. Table 1 details the donors’ age, breed, and adipose tissue mass. The extraction of cAD-MSCs was carried out within a 2-h window from sample collection. This process involved rinsing and cutting the adipose tissue with a scalpel, followed by enzymatic digestion using 0.5% collagenase type 1 (Gibco, Cat. 17100017). The obtained stromal vascular fraction was subsequently placed into T25 cell culture flasks (Nunc, Thermo Fisher Scientific) and cultured in basal media comprising 79% Dulbecco’s Modified Eagle Medium with Low Glucose (DMEM Low Glucose) (Gibco, Cat. 31885049), 20% Fetal Bovine Serum (FBS) (Gibco; Cat. 1027010), and 1% Penicillin/Streptomycin (Sigma-Aldrich, Cat. P4333-100ML) at 37°*C. media* was replaced after 24 h, and when adherent cells reached 90% confluence, subculturing was performed using a solution of 0.05% Trypsin and 0.02% EDTA (Sigma-Aldrich, Cat. 59417C-500ML) until proliferation arrest was observed. All experiments conducted in this study utilized freshly isolated sterility-tested cAD-MSCs.

**Table 1:** Donor information.

Donor	Age (months)	Breed	Adipose tissue mass (g)
6/21	12	German Spaniel	7.0
9/21	12	Labrador Retriever	7.0
13/21	7	Toy Poodle	1.0
14/21	7	Toy Poodle	1.2
1/22	10	Jack Russell Terrier	1.0
2/22	6	Lagotto Romagnolo	1.2
3/22	12	Medium Poodle	1.0
6/22	60	Portuguese Water Dog	2.5
7/22	36	Mixed	4.1

### 2.3 Stem cell identification

#### 2.3.1 Differentiation capacity assay

In previous research (18), the multipotency of the extracted cAD-MSCs was evaluated through trilineage differentiation, encompassing adipogenic, osteogenic, and chondrogenic lineages. This assessment was conducted in the third passage (P3). In brief, cells were cultured in triplicate in a 24-well plate (Nunc, ThermoFisher Scientific) with a basal medium. Upon reaching confluence, the medium was replaced with StemMACS AdipoDiff media for adipogenic differentiation (Milteny, Cat. 130-091-677) or StemMACS OsteoDiff media for osteogenic differentiation (Milteny, Cat. 130-091-678). Control wells were maintained in basal media. Over 14 days, the media were changed every 48–72 h. Chondrogenic differentiation was induced in spheroid form within 15 mL conical polypropylene tubes using ChondroDiff Media (Milteny, Cat. 130-091-679), while a control tube was kept in basal media. The media were changed every 48–72 h during the 21-day differentiation period. All plates and tubes were incubated at 37°C with 5% CO_2_ and 95% humidity, with the tube lids ajar. Oil Red O (Sigma-Aldrich, Cat. 01391-250ML) staining was employed for the identification of lipid droplets, and Sigmafast BCIP/NBT substrate (Sigma-Aldrich, Cat. B5655-25TAB) was used for the detection of alkaline phosphatase activity. For chondrogenic differentiation, following dehydration and paraffin embedding of spheroids, 1% Alcian blue 8GX, pH 2,5 (Sigma-Aldrich, Cat. A3157-25G) was utilized to assess the presence of aggrecan. After staining, slides or cells were examined using an Axio Observer D1 inverted microscope, and photographs were captured with a camera (total magnification: 50x-200x, Zeiss).

#### 2.3.2 Flow cytometry immunophenotyping

To validate the immunophenotype of cAD-MSCs, undifferentiated cAD-MSCs at P3 were subjected to flow cytometric analysis. In our prior study (18), we systematically assessed the immunophenotypic traits of cAD-MSCs across passages, spanning P1–P6. Statistical analysis demonstrated no significant differences in the expression of positive and negative cluster of differentiation (CD) markers between early (P1, P2, and P3) and late passages (P4, P5, and P6). Since experimental conditions adhered to the previously established protocol (18), cAD-MSC immunophenotyping was specifically conducted only at P3 for stem cell identification. These experiments were executed on the BD FACSVerse instrument (BD Biosciences). In brief, daily performance QC was maintained using CS&T beads (BD Biosciences) with lot numbers 92,323 and 13,697 before the initiation of each experiment. For the cAD-MSCs immunophenotyping, a single-stain labeling approach was employed, with 3 μL of antibody per 10^5^ cells. The antibody panel used in the study is outlined in Table 2. Experimental conditions were calibrated using unstained cells, with identical conditions maintained across all test tubes during each experiment. Following the experiment, cell viability was assessed with a Propidium Iodide staining solution (BD Biosciences, Cat. 556,463). All data files were subjected to gating using the methodology previously described (18). FACSuite software was employed to analyze 10,000 collected events, with results presented regarding the median fluorescence intensity (MFI) and percent of positive cells (% positivity). Except for CD 105, where the MFI antibody was divided by the MFI of unstained cells due to a lack of adequate isotype control for canines. The MFI fold change was determined by dividing the MFI of the specific antibody by the median MFI of the corresponding isotype control. A fold change cutoff of 1.5 was applied for biological data interpretation. The statistical analysis and visualization of flow cytometry MFI and % positivity results were done using GraphPad Prism 10.1.2., represented as Mean ± Standard Error of the Mean (SEM) unless otherwise stated.

**Table 2:** Flow cytometry antibody panel used in this study.

Antigen	Clone	Host	Fluorophore	Reactivity	Clonality	Manufacturer/Cat.
CD90	YKIX337.217	Rat	APC	Canine	Monoclonal	Thermo Fisher Scientific/17-5900-42
Isotype IgG2b, kappa	eB149/10H5	Rat	APC	N/A	Monoclonal	Thermo Fisher Scientific/17-4031-82
CD44	MEM-263	Mouse	FITC	Canine, Human, Porcine	Monoclonal	Antibodies-online/ABIN452099
Isotype IgG1	VI-AP	Mouse	FITC	N/A	Monoclonal	Antibodies-online/ABIN1741583
CD105	SN6	Mouse	PE-Cy 7	Human, published species canine	Monoclonal	Thermo Fisher Scientific/25-1057-42
CD73	N/A	Rabbit	PE	Human, Mouse, Rat, Canine, Chicken	Polyclonal	Bioss antibodies/bs-4834R-PE
Isotype IgG	N/A	Rabbit	PE	N/A	Polyclonal	Antibodies-online/ABIN376422
CD29	MEM-101A	Mouse	FITC	Canine, Human, Porcine	Monoclonal	Antibodies-online/ABIN94056
Isotype IgG1	VI-AP	Mouse	FITC	N/A	Monoclonal	Antibodies-online/ABIN1741583
CD271	ME20.4	Mouse	APC	Canine, Human, Mouse, Non-human primate, Sheep, Pig, Rabbit, Rat	Monoclonal	Thermo Fisher Scientific/17-9400-42
Isotype IgG1, kappa	P3.6.2.8.1	Mouse	APC	N/A	Monoclonal	Thermo Fisher Scientific/17-4714-42
CD45	YKIX716.13	Rat	PE	Canine	Monoclonal	Bio-Rad/MCA1042PE
Isotype IgG2b	N/A	Rat	PE	N/A	Monoclonal	Bio-Rad/MCA600P6E
CD34	1H6	Mouse	PE	Canine	Monoclonal	BD Pharmingen/559369
Isotype IgG1 kappa	N/A	Mouse	PE	N/A	Monoclonal	BD Pharmingen/550617

N/A, Not available.

### 2.4 Total RNA extraction and gene expression profiling using RT-qPCR array analysis

Gene expression analysis using an RT-qPCR array was conducted following total RNA extraction at two time points during *in vitro* culture, P3 and P6. The experimental procedure followed the methodology outlined previously (17), incorporating certain modifications. The cAD-MSCs reached approximately 90% confluence in T75 cell culture flasks (Nunc, Thermo Fisher Scientific). Subsequently, the cells were detached using a cell scraper (Nunc, Thermo Fisher Scientific) and centrifuged at 235 × *g* for 10 min. Total RNA extraction was performed using the RNeasy Mini Kit (Qiagen, Cat. 74106) with 2 M dithiothreitol (Sigma-Aldrich, Cat. 43815-1G), following the manufacturer’s instructions for approximately 10^7^ cells. The extracted RNA was stored at −80°C until gene expression analysis.

Before commencing gene expression analysis, the RNA integrity score (RIS) and 28S:18S ratio were determined using the QIAxcel RNA QC Kit (Qiagen, Cat. 929104) on the QIAxcel Advanced capillary electrophoresis device (Qiagen) following manufacturer instructions. RIS number < 7 and 28S:18S <1 were considered low-quality RNA and excluded from further analysis.

Genomic DNA elimination and complementary DNA synthesis from 800 ng of RNA was accomplished using the RT2 First Strand kit (Qiagen, Cat. 330401) as instructed by the manufacturer. Subsequently, a commercially available RT^2^ Profiler™ PCR Array for Dog Mesenchymal Stem Cells (PAFD-082ZR, Qiagen) with SYBR Green-optimized primer assays (Qiagen, Cat. 330603) was applied, following the manufacturer’s instructions for Rotor-Gene Q (Qiagen). The array featured primers targeting 84 genes, categorized as stemness markers, MSC-specific, MSC-associated, and MSC-differentiation genes associated with osteogenesis, adipogenesis, chondrogenesis, myogenesis, and tenogenesis. Detailed information, including gene names, symbols, and NCBI sequences, was thoroughly documented in the Supplementary material 1.

Following data acquisition, normalization, and in-depth analysis were conducted using the specialized RT2 Profiler PCR Array Data Analysis software, accessible online at https://dataanalysis2.qiagen.com/pcr (accessed November 10, 2023). The software analyzes the data and performs statistical analysis, which is fully explained and provided in a detailed report (Supplementary material 1). The statistical significance was calculated based on a Student’s t-test of the replicate 2^ (− Delta CT) values for each gene in the control and treatment groups. The software automatically appointed a fold change cutoff of 2.0, equal to log_2_Fold Change ±1.0. The gene expression profiling data are publicly available on the NCBI Gene Expression Omnibus (GEO) database (Accession Number GSE255585). Data visualization was carried out using GraphPad Prism 10.1.2.

### 2.5 LC-MS/MS proteomic analysis of cAD-MSCs secretome

The alterations in the proteome composition of the cAD-MSCs secretome during *in vitro* culture were also assessed at two specific time points, P3 and P6, in randomly selected six donors (6/21, 9/21, 14/21, 1/22, 6/22, and 7/22). The cells were seeded in six replicates at 10^5^ cells per milliliter in 24-well plates (Nunc, Thermo Fisher Scientific). They were conditioned in basal media (with 20% FBS) at 37°C, 5% CO_2,_ and 95% humidity until they reached 90% confluence. Subsequently, the culture medium was aspirated, and the cells were rinsed with 100% DMEM Low Glucose before being incubated in 2 mL of 100% DMEM Low Glucose. After 48 h, the secretome was carefully collected, centrifuged at 2,100 × *g* for 10 min, filtered through a sterile 0.45 μm filter (Merck), and preserved at −80°C until proteomic analysis.

For sample preparation, the secretome proteins were first reduced with dithiothreitol (Sigma Aldrich, Cat. D0632-5G) at a final concentration of 10 mM at 57°C for 30 min and subsequently alkylated with iodoacetamide (Sigma, Cat. I6125-5G) at a final concentration of 25 mM for 30 min at room temperature. The extraction of secretome proteins from the culture medium was carried out using trichloroacetic acid (Merck, Cat. 1008070100) precipitation method as previously described (22). To summarize, 1,260 μL of the medium sample was combined with sodium deoxycholate (Sigma-Aldrich, Cat. D6750-100G) at a final concentration of 0.1%. Trichloroacetic acid was added to reach a final concentration of 7.5%, causing protein precipitation on ice for 2 h. Afterward, the samples were centrifuged for 10 min at 4°C and 10,000 × *g*. The supernatant was discarded, and the pellet underwent two washes with ice-cold tetrahydrofuran (Merck, Cat. 1081011000). Finally, the pellet was reconstituted in 50 μL of 50 mM triethylammonium bicarbonate buffer (Thermo Fisher Scientific, Cat. 90,114 1 M). Protein concentration was determined using the Bradford assay, and the concentrations of all samples were adjusted with 50 mM triethylammonium bicarbonate buffer.

The proteins were subjected to enzymatic digestion with trypsin (Promega, Cat. V5117) at a final 0.01 mg/mL concentration, carried out over 18 h at 37°C and 20 × g. Peptide separation was executed using the nanoLC EASY-nLC™ 1200 System (Thermo Fisher Scientific) on a 75 μm × 250 mm RPC column. The gradient length spanned 2 h with 0–80% acetonitrile (VWR Chemicals, Cat. 83639.320), and 0.1% formic acid (Merck, Cat. 1002641000) with a flow rate of 1 μL/min, and the injection volume was 2 μL. The nanoLC system was connected to the Q Exactive™ Plus Hybrid Quadrupole-Orbitrap™ Mass Spectrometer (Thermo Fisher Scientific). The mass spectrometer operated in a data-dependent mode, where MS1 spectra were recorded within the range of 350–1,800 m/z at a resolution of 70,000. The top 12 ions were selected for fragmentation (MS2) and recorded at a resolution of 17,500.

Raw data were analyzed using Scaffold Quant Q + S 5.3.0 utilizing protein sequence data of *Canis lupus familiaris* reference proteome obtained from the UniProt database Proteome ID UP000805418 (accessed on October 30, 2023, with a total of 20,991 entries). Search parameters included the allowance of a missed trypsin cleavage, carbamidomethylation as a fixed modification, and a precursor and fragment ion mass tolerance of 10 ppm. Peptide search results were subsequently analyzed with Scaffold Quant version 5.0.3, employing untargeted label-free quantification and statistical analysis based on the spectral counting method, utilizing a *t*-test to verify the results of secretome composition. The proteins were filtered to include only the ones with a minimum of two identified peptide sequences. Statistical probability was defined at the *p* < 0.05 unless otherwise stated. A fold change cutoff of 1.3 was appointed, equal to log_2_Fold Change ±0.3785. Gene Ontology (GO) Panther 18.0 was utilized in the research of cellular components, protein class, molecular function, biological process, and pathways analysis, using Fisher’s exact test type and false discovery rate correction; data presented as raw *p* value and false discovery rate (FDR). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (23) partner repository with the dataset identifier PXD049324 and 10.6019/PXD049324. Data visualization was carried out using GraphPad Prism 10.1.2.

## 3 Results

### 3.1 Prolonged *in vitro* cultivation results in morphological changes

The cAD-MSCs cultures from all donors were successfully established. The spindle-shaped isolated cells underwent *in vitro* cultivation, where morphological changes were observed with each passage, exhibiting an increase in both size and granularity, coupled with a decrease in cell population density attributable to senescence, i.e., *in vitro* aging. Proliferation arrest, on average, occurred at P8. Microscopic images of three representative donors in P3 and P6 were presented in Supplementary material 2.

### 3.2 cAD-MSCs multipotency and stem cell immunophenotype are preserved *in vitro*

The trilineage differentiation capacity (adipogenic, osteogenic, and chondrogenic) of all isolated cells was preserved at P3, and the cAD-MSCs were confirmed to possess differentiation potential following the International Society for Cellular Therapy (ISCT) criteria (24). Microscopic images in Figure 1 depict undifferentiated cells (A), adipogenic (B), osteogenic (C), and chondrogenic (D) differentiation from a representative 6/21 donor experiment.

**Figure 1:**
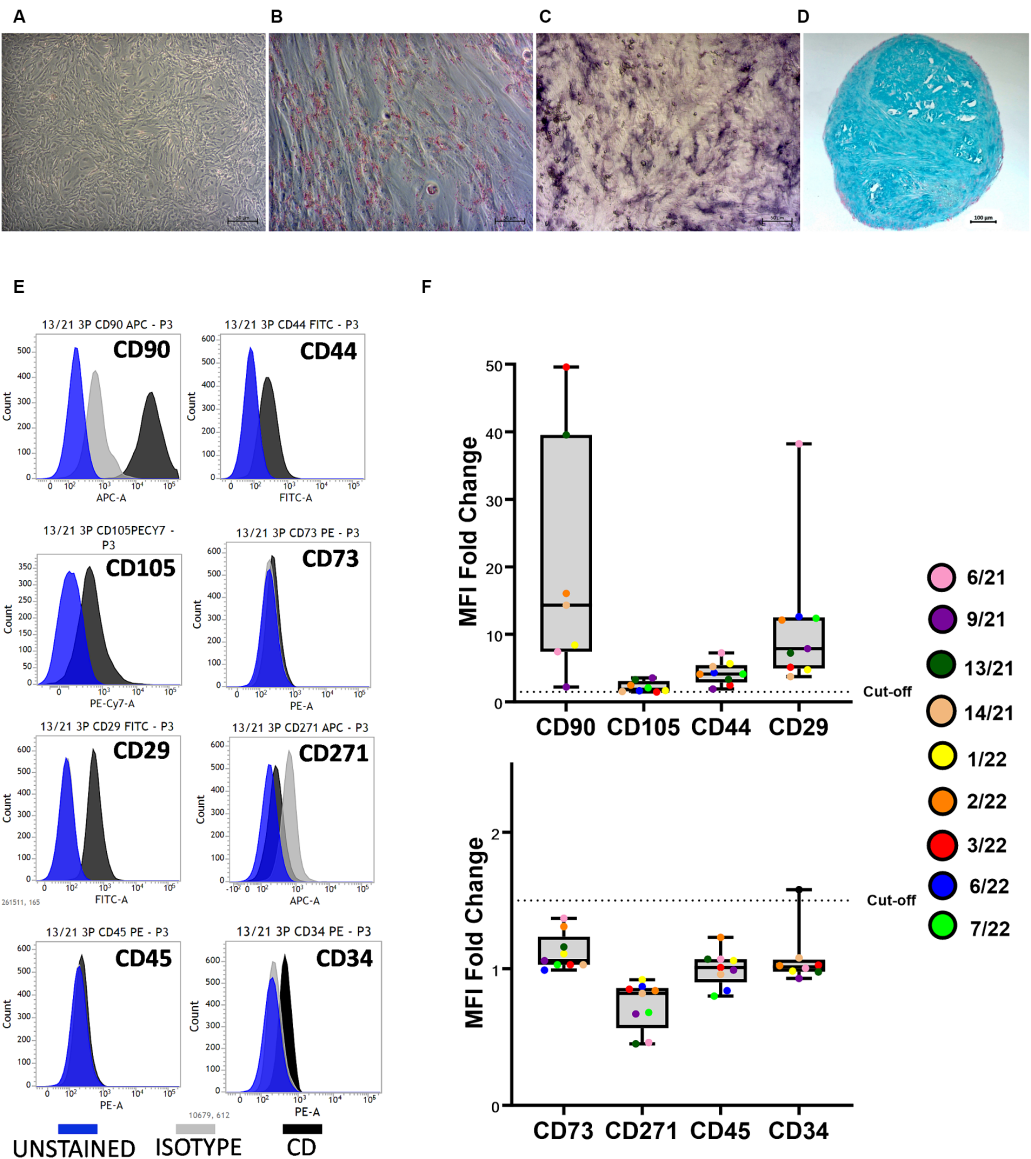
Canine adipose-derived mesenchymal stem cells (cAD-MSCs) retain multipotency and stem cell immunophenotype in passage 3 *in vitro*. Undifferentiated cAD-MSCs morphology **(A)**. Adipogenic differentiation: lipid droplets are red **(B)**. Osteogenic differentiation: The activity of alkaline phosphatase is purple **(C)**. Chondrogenic differentiation: stained with Alcian Blue (aggrecan is blue) **(D)**. Microscopic pictures were taken with an Axiovert camera on the Axio Observer D1 microscope (Zeiss). Scale bars: 50 μm **(A–C)**, 100 μm **(D)**. Representative flow cytometry histograms for each CD marker in comparison to isotype and unstained cells. Blue represents unstained, gray represents isotype, and black represents CD surface markers **(E)**. Whisker-box plot representation of Median Fluorescence Intensity (MFI) fold changes in cAD-MSCs for surface markers CD90, CD105, CD44, CD29 (box plot above), CD73, CD271, CD45, and CD34 (box plot below) in the third passage. The dotted line indicates the cutoff value of 1.5, and colorful dots with the legend on the right represent individual MFI fold change values for each donor **(F)**.

Isolated cAD-MSCs at P3 underwent flow cytometry analysis, revealing the presence of markers CD90 (87.64 ± 5.3%), CD105 (41.44 ± 11.64%), CD44 (74.32 ± 6.33%), and CD29 (97.93 ± 0.65%), confirming the cells’ stem cell status according to ISCT guidelines. Notably, the expression of CD73, for which a polyclonal antibody was utilized, was not observed. The analysis also showed the absence of expression for markers CD271 (1.61 ± 1.21%), CD45 (0%), and CD34 (4.01 ± 1.65%). Figure 1E represents CD surface marker expression histograms for donor 13/21 in comparison to isotype and unstained cells. Additionally, Whisker-box plots depict the MFI fold changes for all CD markers, with donor-specific data points represented by different-colored dots (Figure 1F).

### 3.3 Gene expression profiling of *in vitro* aged cAD-MSCs showed significant downregulation in MSC-associated genes

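The cAD-MSCs of 9 canine donors were profiled at passage 3 (P3) and again at passage 6 (P6), which gives 18 RNA samples, 9 per passage, with both passages taken from the same dogs. Each sample was run by RT-qPCR on a 96-well array for canine mesenchymal stem cells that holds 84 genes, 5 reference genes and 7 control wells, with 1 well per gene. The deposited values are threshold cycles (CT), the PCR cycle at which the fluorescence of a well crosses a set level, so that an earlier CT stands for more transcript. The authors set every CT above 35 cycles, and every well that never crossed, to 35 cycles and subtracted the geometric mean of the reference gene CTs of the sample. The same steps were applied here to the deposited CT values, and the result with its sign turned, −ΔCT, is expression on a log2 scale on which 1 unit is a 2-fold difference. P6 was compared with P3 gene by gene with limma, with p-values adjusted by Benjamini and Hochberg over the 84 genes, and the number of donors that moved in the direction of the mean was counted. Of the 84 genes, a median of 79 (range 75 to 81) crossed the threshold before 35 cycles at P3 and a median of 76 (range 72 to 77) at P6. The means were 78.1 ± 2.37 at P3 and 75.7 ± 1.66 at P6 (SD, n = 9 donors). They differed by an exact permutation test that ignores the pairs (two-sided p = 0.0294), and the ranges overlap. Part of the lower count at P6 comes from single wells of donors 9/21 and 7/22, such as those of HAT1 and BMP2. Transcripts of 51 genes were detected in all 18 samples. The method has no read depth, and the number of donors and the limit of 35 cycles set its precision. The RNA integrity scores that the paper lists in Table 3 range from 9 to 10 at P3 and from 9.1 to 10 at P6 (exact permutation test of the passages, two-sided p = 0.892). This test does not use the pairs, and in all but 4 of the 9 donors the score was lower at P6.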

RNA quality analysis confirmed that the RNA in every sample was of high quality (Table 3). Gene expression analysis revealed that the overall change in expression between P3 and P6 was significantly downregulated for MSC-associated genes IL10 and PTPRC. 

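PTPRC, which encodes the leukocyte surface antigen CD45, fell between P3 and P6, and its expression was lower at P6 in 9 of 9 donors. IL10, which encodes an anti-inflammatory cytokine, was lower at P6 in 7 of 9 donors and did not pass the test over all genes. The −ΔCT of PTPRC (array position F06, RefSeq XM_005622278) was −14.34 ± 2.42 (SD, n = 9 donors) at P3 and −18.73 ± 1.911 (SD, n = 9 donors) at P6. The log2 difference was −4.38 (standard error 0.997, adjusted p = 0.0300 from limma), a fold regulation of −20.8. The −ΔCT of IL10 (array position C12, RefSeq NM_001003077) was −14.51 ± 0.895 (SD, n = 9 donors) at P3 and −16.96 ± 2.41 (SD, n = 9 donors) at P6. The log2 difference of IL10 was −2.45 (standard error 0.838, adjusted p = 0.222 from limma), a fold regulation of −5.46. Taken alone and without adjustment, the difference in the −ΔCT of IL10 had a two-sided p of 0.00633 (exact permutation test). In donors 13/21 and 7/22 IL10 was not detected at P6, while in donors 9/21 and 2/22 it was slightly higher at P6 than at P3.
The adjusted p of PTPRC was above 0.05 without donor 6/21 (0.0632), 13/21 (0.0657), 3/22 (0.0739), 6/22 (0.0872) or 7/22 (0.0733). By the exact permutation test, which ignores the pairs, it was 0.0518, and it was 0.0508 without ACTB and B2M among the reference genes. With the donor as a block in limma, which uses the pairs, it was 0.0202. In the 4 donors numbered /21 alone (0.850) or the 5 numbered /22 alone (0.283) the adjusted p was above 0.05. It ranged from 0.00432 to 0.0872 when each donor was left out, and from 0.00636 to 0.850 over the other tested alternatives. From the fold regulation and the methods' test on 2^−ΔCT, the paper concludes that both MSC-associated genes were downregulated with in vitro aging.

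**Figure D1:**
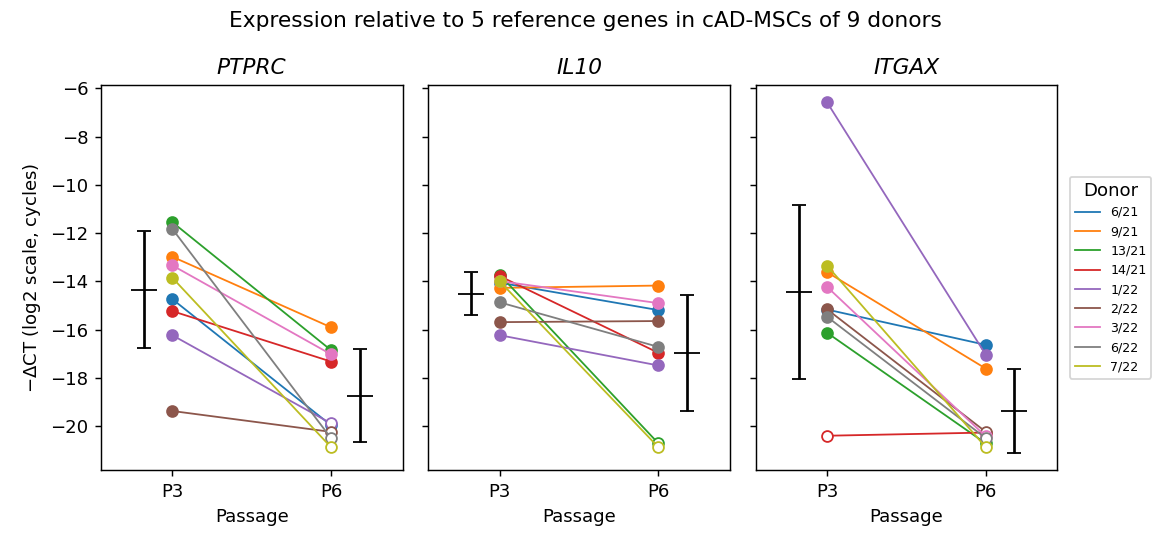
Expression of PTPRC, IL10 and ITGAX as −ΔCT (log2 scale, cycles) in the cAD-MSCs of 9 donors at P3 and P6, each line joining the samples of 1 donor, with black bars for mean and SD. Open circles are samples at the limit of 35 cycles, 5 of 9 at P6 for PTPRC; the lines of PTPRC run downward in 9 of 9 donors and those of IL10 in 7 of 9.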

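PTPRC alone among the 84 genes fell between P3 and P6, and no gene rose, at an adjusted p under 0.05 from limma. Without adjustment 5 genes, all lower at P6, had a p under 0.05 (PTPRC, ITGAX, IL10, LPL and ADIPOQ). Chance alone would put about as many of 84 genes under 0.05. With the donor as a block in limma, 2 genes had an adjusted p under 0.05, PTPRC and ITGAX. At an unadjusted p under 0.05 there were 7, all lower at P6. Genes of the fat cell lineage did not pass the test as a group, and LPL and ADIPOQ were each lower at P6 in 8 of 9 donors. LPL, which encodes lipoprotein lipase, had a log2 difference of −3.41 (standard error 1.20, adjusted p = 0.222 from limma), and one of −3.10 with robust regression in limma (adjusted p = 0.0154). ADIPOQ, which encodes the hormone adiponectin, had a log2 difference of −3.29 (standard error 1.29, adjusted p = 0.345 from limma). PPARG, the master regulator of adipogenesis, had a difference of means of 2.63 and a difference of medians of −0.71, and lay at a CT of 7.56 in the P6 sample of donor 1/22. The mean of the 6 adipocyte genes differed by −0.75 and was lower at P6 in 6 of 9 donors. The 6 chromatin and transcription regulators differed by −0.93 (−1.12 to −0.27 when each donor was left out) and were lower in 6 of 9 donors. Among them are the acetyltransferases KAT2B and HAT1, whose wells crossed late or not at all in the P6 sample of donor 9/21. KAT2B was also undetermined in the P6 sample of donor 7/22. The following ranges are those when each donor was left out. The 6 stemness genes differed by −0.25 (−0.54 to 0.42) and the 8 ligands of the BMP, GDF and TGF-β families by −0.56 (−0.75 to −0.20). The 5 genes of the Notch and Wnt pathways differed by −0.28 (−0.42 to −0.07), and the 7 leukocyte and inflammatory cytokines by −0.39 (−0.60 to −0.11). The 7 matrix and cytoskeleton genes differed by 0.73 (0.36 to 1.05 when each donor was left out) and were higher at P6 in 6 of 9 donors. The 11 MSC surface markers differed by 0.06, the 9 trophic growth factors by 0.06, the 6 endothelial and mural cell markers by 0.07 and the 8 osteogenesis genes by 0.0014, and these 4 differences turned negative when the median of the detected genes took the place of the reference genes. None of these 11 lists passed the exact permutation test (two-sided, adjusted p from 0.701 to 0.998 over 12 lists); some genes, such as COL1A1 and NES, stand in more than 1 list. Without donors 9/21 and 7/22, a setting chosen after the data were seen, limma gave no gene at an adjusted p under 0.05 and 4 genes, all lower at P6, at an unadjusted p under 0.05.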

Nonsignificant downregulations and upregulations were observed in stemness, MCS-specific, MSC-associated, and MSC-differentiation genes, as indicated in Figures 2A–D. Figure 2E represents fold-regulation values for downregulated and upregulated genes. Fold-regulation represents fold-change results in a biologically meaningful way. The complete RT2 Profiler PCR Array Data Analysis software report is attached as a Supplementary material 1.

**Table 3:** Results of RNA QC analysis; RNA integrity score (RIS), and 28S:18S ratio for individual donors.

Donor	P3		P6	
	*RIS*	*28S:18S*	*RIS*	*28S:18S*
6–21	10	2,33	9,7	1,8
9–21	9,7	1,7	9,3	1,62
13–21	10	2,56	9,9	2,03
14–21	10	1,91	9,7	1,58
1–22	10	2,43	10	2,62
2–22	9,9	2,45	9,9	2,16
3–22	9,3	2,27	9,1	2,28
6–22	9	2,2	10	2,39
7–22	10	1,87	10	2,02

**Figure 2:**
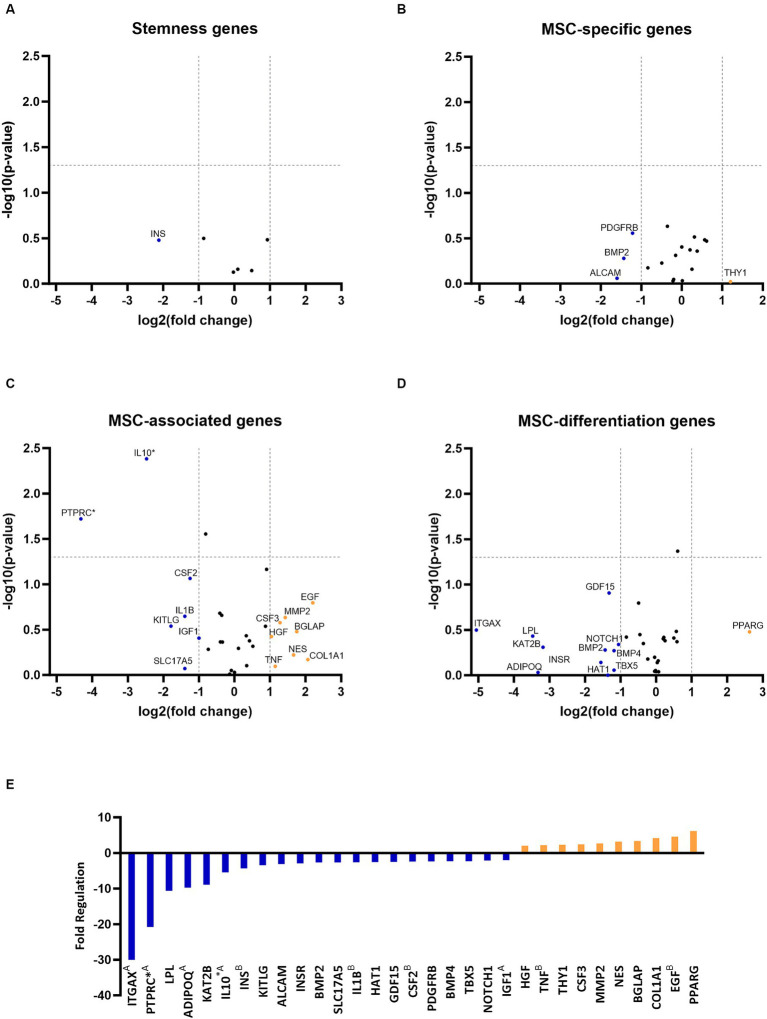
Gene expression profiling of canine adipose-derived mesenchymal stem cells showed significant downregulation due to *in vitro* aging. The volcano plots illustrate the expression profile of stemness **(A)** mesenchymal stem cell (MSC) specific **(B)** MSC-associated **(C)** and MSC-differentiation genes **(D)** following cultivation in the sixth passage (P6) in comparison to P3. Downregulated and upregulated genes were marked in blue and orange, respectively. ^*^p < 0.05 **(A–D)**. Fold regulation of up- and downregulated genes. Downregulated genes are marked in blue, while upregulated genes are marked in orange. ^A^Gene’s expression is relatively low (Ct > 30) in one sample and reasonably detected (Ct <30) in the other sample, suggesting that the actual fold change value is at least as large as the calculated and reported fold change result. ^B^This gene’s average threshold cycle is relatively high (> 30), meaning that its relative expression level is low in both control and test samples, and the *p* value for the fold change is either unavailable or relatively high (*p* > 0.05). ^*^p < 0.05 **(E)**.

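The transcripts with the largest fold regulation lay close to the limit of detection at P6. PTPRC crossed the threshold before 35 cycles in 9 of 9 donors at P3 and in 4 of 9 at P6 (Fisher's exact test, two-sided p = 0.0294), and ITGAX, which encodes the integrin CD11c of myeloid cells, in 8 of 9 and 3 of 9 (Fisher's exact test, two-sided p = 0.0498). Over the 84 genes, Fisher's exact test gave no gene after adjustment and 2 genes, these 2, without it. The mean CT of PTPRC was 29.19 ± 2.71 (SD, n = 9 donors) at P3 and 33.38 ± 1.96 (SD, n = 9 donors) at P6. The mean CT of IL10 moved from 29.36 to 31.61 and its transcript was detected in 9 and 7 donors. Of the cytokine genes, CSF2 was detected in 4 donors at P3 and 1 at P6, IL1B in 4 and 2, and TNF in 2 and 5, while IL6 was detected in 9 and 9, IFNG in 8 and 8 and CSF3 in 8 and 9. The growth factor gene EGF was detected in 6 donors at P3 and 8 at P6, and IGF1 in 9 and 6. COL1A1, which encodes a chain of type I collagen, had a mean CT of 12.54 at P6, and at P3 its well did not cross the threshold in 1 of 9 donors. Since samples at the limit only bound the level, the log2 difference of PTPRC was −6.83 (standard error 1.57, adjusted p = 0.0352 from limma) with the limit set at 40 cycles and −3.00 (standard error 0.630, adjusted p = 0.0134 from limma) with the limit at 32 cycles.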

### 3.4 Proteomic analysis of cAD-MSCs secretome showed significant up- and downregulations

During the proteomic analysis of cAD-MSCs secretome, 1,187 proteins were detected in P3 and P6, with 90% proteins in common. A complete list of detected proteins, their gene symbols, *t*-test significance, and fold change results, is provided in the Supplementary material 3.

Proteins detected in P3 and P6 were compared by functional annotation to cellular components, protein class, molecular function, and biological process on GO complete analysis (Figure 3). Similar involvement in all detected functions was observed. Cellular component analysis revealed that ≈75% of protein belonged to cellular anatomical entities, 22.7% belonged to protein-containing complexes, and the rest were unassigned. More than 50% of cAD-MSCs secretome proteins comprised metabolite interconversion enzyme translational proteins, protein modifying enzymes, cytoskeletal proteins, translational proteins, and protein-binding activity modulators (Figure 3A). Their molecular functions were mainly binding and catalytic activity (Figure 3B), and they were predominantly involved in cellular and metabolic processes, biological regulation, response to stimulus, and localization (Figure 3C).

**Figure 3:**
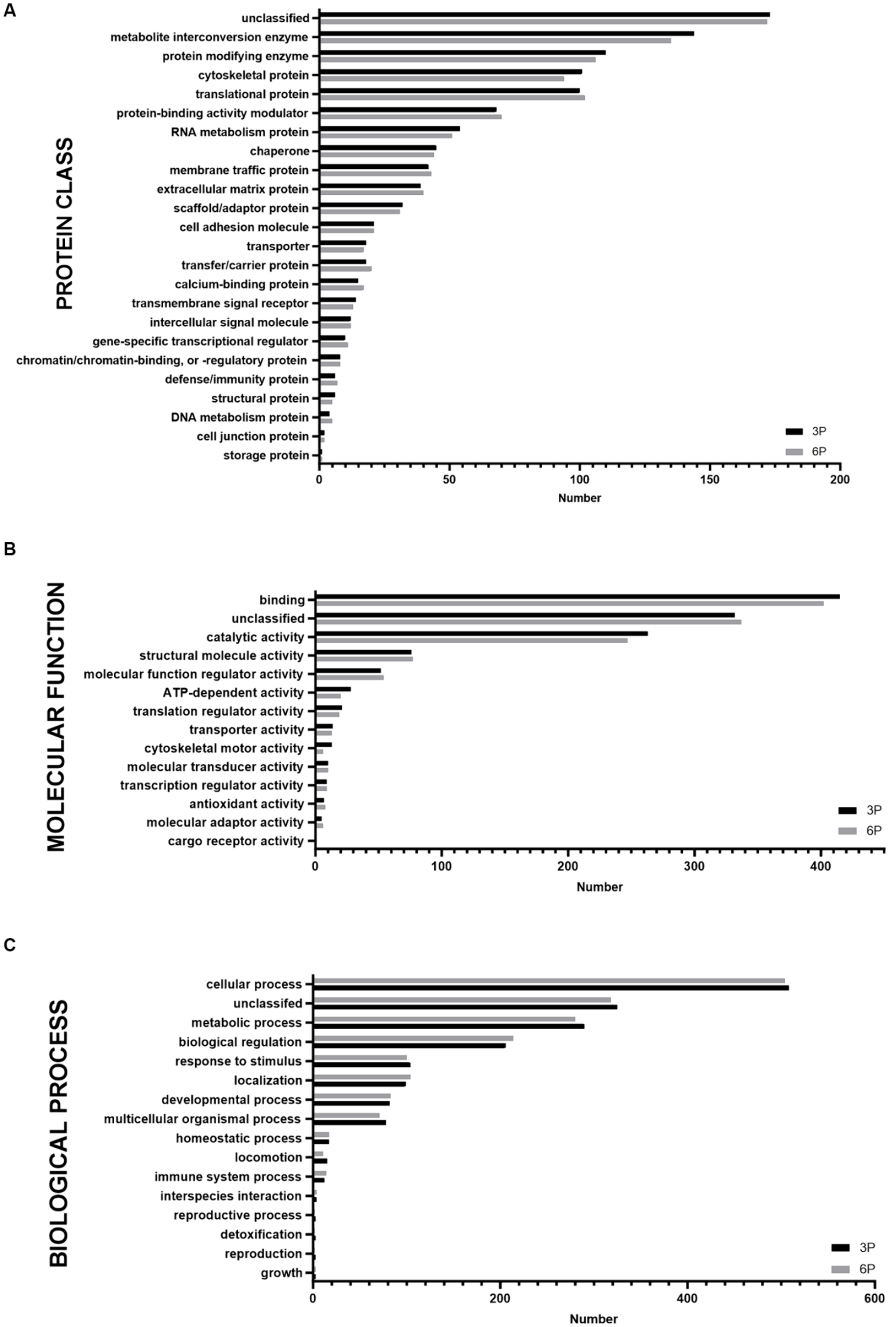
Graphical representation of functional Gene Ontology (GO) complete classification of proteins found in canine adipose-derived mesenchymal stem cells secretome comparing third passage (P3) and sixth passage (P6) by number of proteins detected. Functional GO complete classification by protein classes **(A)**. Functional GO complete classification by molecular functions **(B)**. Functional GO complete classification by biological processes **(C)**.

Secretome analysis of commonly produced proteins showed downregulation in 648 proteins, while 302 proteins were upregulated (Figure 4). Correlation of statistically significant (*p* < 0.05) and fold change cutoff >1.3 proteins indicated nine biologically significant downregulated proteins—PCBP1, RPS8, HSP70, EEF1G, SRSF1, NAGA, FASN, SERPINB1, and COQ10B and 12 biologically significant upregulated proteins—DKK3a (isomer 1), PRSS23, HPRT1, LOC102152698, LOXL2, AP1B1, ME1, EIF3F, THBS3, HNRNPU, RPS19, and DKK3b (isomer 2) (Figure 4).

**Figure 4:**
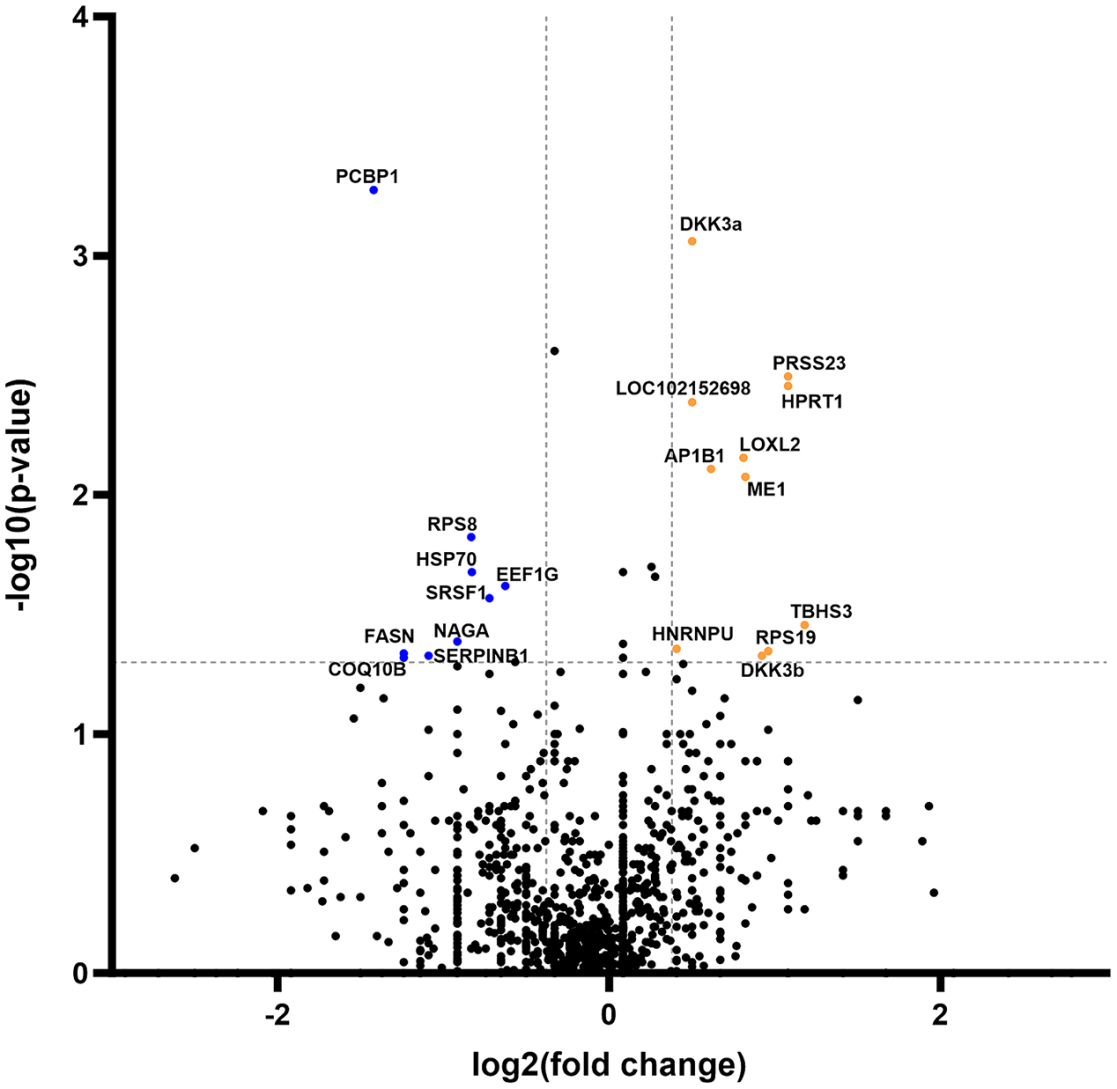
Volcano plot of commonly expressed canine adipose-derived mesenchymal stem cells secretome proteins comparing passage 6 to passage 3. In the graphical representation, blue dots signify proteins that have undergone statistically significant downregulation (*p* < 0.05) with a fold change exceeding 1.3. Conversely, orange dots denote proteins that exhibit statistical significance (*p* < 0.05) in upregulation, also with a fold change greater than 1.3. Both categories of dots are associated with protein corresponding specific gene symbol name.

The 10% of explored proteins were distinctive for each passage; 63 and 52 proteins were expressed only in P3 and P6, respectively. Distinctive proteins expressed in P3 were grouped with biologically significant downregulated proteins (Group P3), while those expressed in P6 were grouped with biologically significant upregulated proteins (Group P6). Moreover, these two groups were analyzed through GO Panther Pathways analysis to see if any critical protein pathways were influenced by the *in vitro* aging of cAD-MSCs. Group P3 proteins showed significant involvement in cytoskeletal regulation by Rho GTPase (*p* = 7.45E^−12^, FDR = 1.2E^−9^), nicotinic acetylcholine receptor signaling pathway (*p* = 1.2E^−7^, FDR = 9.8E^−6^), inflammation mediated by chemokine and cytokine signaling pathway (*p* = 6.7E^−7^, FDR = 3.6E^−5^), Wnt signaling pathway (*p* = 7.3E^−5^, FDR = 0.00235), and CCKR signaling map (*p* = 0.000601, FDR = 0.0161). In group P6, the expressed proteins were significantly related to the xanthine and guanine salvage pathway (*p* = 0.000193, FDR = 0.031), adenine and hypoxanthine salvage pathway (*p* = 0.000377, FDR = 0.0202), and blood coagulation pathway (*p* = 0.00032, FDR = 0.0258).

## 4 Discussion

*In vitro* culture is necessary to produce cAD-MSCs or their secretome for therapeutic applications. However, long-term culture leads to *in vitro* cell aging, thereby potentially compromising the regenerative and immunomodulatory capabilities of cAD-MSCs. Thus, this research aimed to explore the influence of *in vitro* aging on the gene expression and secretome composition of cAD-MSCs. Our findings demonstrate alterations of cAD-MSC-expressed genes and the secretome proteomic profile of cAD-MSCs induced by *in vitro* aging.

Initially, the isolated cells conformed to the criteria stipulated by the ISCT for identifying human stem cells (24) (Figure 1). Given the absence of standardized criteria for verifying canine stem cells, this investigation builds upon our prior research (17, 18) to establish the reproducibility and standardization of cAD-MSCs’ immunophenotype and three-lineage multipotency. In addition to previously explored cAD-MSCs’ surface markers CD90, CD44, CD29, CD105, CD73, CD45, and CD271 (18), in this study, we investigated surface marker CD34, which exhibited a % positivity of less than 5%, aligning with similar observations reported elsewhere (21, 25).

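Of the 84 genes, 31 differed between P3 and P6 by at least 2-fold in the means of −ΔCT, 21 lower and 10 higher at P6. ITGAX (log2 difference −4.91), PTPRC, LPL and ADIPOQ had the largest differences to lower values, and PPARG, the growth factor gene EGF (2.20, but 0.88 by medians and 0.85 without donor 9/21) and COL1A1 (2.06) those to higher values. Of the 31 genes, 5 moved in the direction of their mean in at least 8 of 9 donors, and all of these were lower at P6: PTPRC, ITGAX, LPL, ADIPOQ and GDF15. GDF15, a stress-induced cytokine of the TGF-β family, had a log2 difference of −1.33 (standard error 1.00, adjusted p = 0.873 from limma without a donor block). That fit does not use the pairs, so its standard error includes the spread between donors. Over the tested alternatives, among them the donor as a block, the adjusted p of GDF15 ranged from 0.107 to 0.992. In 11 of the 31 genes at least 7 of 9 donors moved in the direction of the mean, and in 13 genes 5 donors or fewer did. Genes of the second kind include BGLAP, the bone matrix protein osteocalcin, COL1A1, and ALCAM, an adhesion molecule of MSCs. BGLAP had a difference of means of 1.75 and a difference of medians of −0.01, and ALCAM had −1.59 and −0.09. By medians, 14 of the 84 genes differed by at least 2-fold, 10 lower and 4 higher; 11 of them were among the 31, of which 10 kept the direction of their means and BMP4 (difference of means −1.18, of medians 1.22) did not. Each of the 31 genes was also compared without the sample farthest from the gene's median within that sample's own passage. Then 10 of the 31 genes differed by at least 2-fold, 7 lower and 3 higher, and the direction of 11 turned. Without donors 9/21 and 7/22, a setting chosen after the data were seen, 21 of the 84 genes differed by at least 2-fold.

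**Figure D2:**
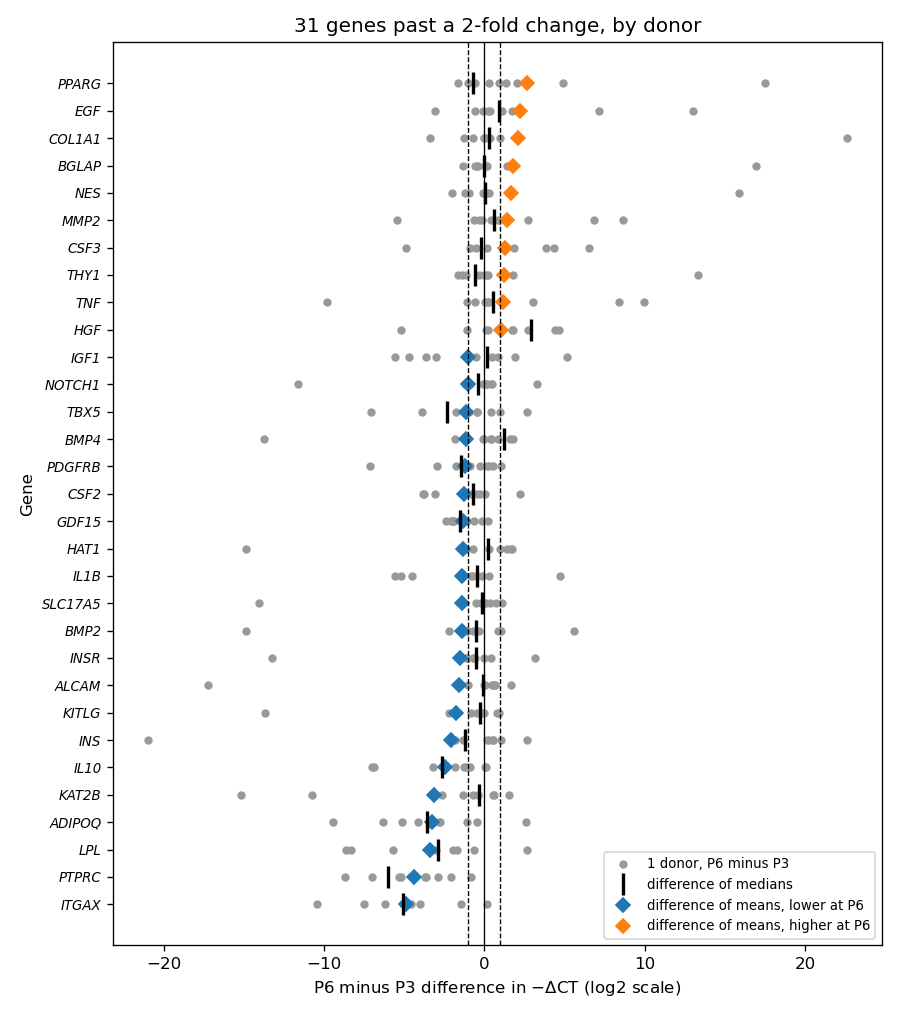
Difference in −ΔCT (log2 scale) between P6 and P3 for the 31 genes past a 2-fold change, with a grey point for each of 9 donors, a diamond for the difference of means and a black bar for the difference of medians; dashed lines mark a 2-fold change. For BGLAP, COL1A1 and ALCAM 1 donor lies far from the others, while for PTPRC all 9 donors lie below 0.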

*In vitro* aging influenced the gene expression of cAD-MSCs, as confirmed by the present study, which detected 21 downregulated and 10 upregulated genes (Figure 2). In comparison to our earlier study (17), similar findings were observed regarding the cAD-MSCs-expressed genes, but expansion of the donor pool and advancement to later passages demonstrated significant downregulation of MSC-associated *PTPRC* and *IL10* genes (Figure 2). *PTPRC* is a gene coding for CD45 surface marker protein expressed by all hematopoietic cells including hematopoietic stem cells (26). While it is considered a negative marker for human MSCs (24), the exact criteria for cAD-MSCs are yet to be established. Immunophenotyping revealed the absence of CD45 protein on the surface of cAD-MSCs in all donors during the P3 stage. However, it revealed 4% of extracted cells were positive for hematopoietic stem cell marker CD34, and these cells can express the gene for *PTPRC*/CD45 (27). On the other hand, *IL10* is a major immune regulatory cytokine with profound anti-inflammatory functions produced by various immune and non-immune cells (28). Co-expression of *IL10* in MSCs was proven beneficial, contributing to anti-inflammatory activity in humans and canines (29–34). Our findings suggest that the observed expression of *IL10* in earlier passages, such as P3, may confer beneficial effects regarding inflammation. However, we must interpret these results with caution since the expression of *PTPRC* and *IL10* genes in the early passages may originate from various cell types within the adipose-derived stromal vascular fraction (35). Therefore, the downregulation of these two genes in later passages, such as P6, may result from the absence of these cells.

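The 2 leukocyte marker genes PTPRC and ITGAX had lower mean expression at P6 than at P3. They form the list fixed for leukocytes, whose mean −ΔCT was −14.40 ± 2.01 (SD, n = 9 donors) at P3 and −19.04 ± 1.29 (SD, n = 9 donors) at P6. The difference was −4.64 on the log2 scale, lower at P6 in 9 of 9 donors. The paper's fold changes had been read when the list was written and its members have the 2 largest falls there, so no p-value is given for the list. ITGAX (array position D06, RefSeq XM_547049) had −ΔCT values of −14.45 ± 3.60 (SD, n = 9 donors) at P3 and −19.36 ± 1.73 (SD, n = 9 donors) at P6, lower in 8 of 9 donors. Its adjusted p from limma was 0.0519 (standard error 1.28) without a donor block and 0.0238 (standard error 0.970) with the donor as a block. When each donor was left out in turn, the adjusted p of ITGAX from limma ranged from 0.0249 to 0.191 and was under 0.05 in 2 of 9 cases. The log2 difference of ITGAX was −2.48 in the donors numbered /21 (adjusted p = 0.899 from limma) and −6.85 in those numbered /22 (adjusted p = 0.182 from limma). With 6 of 9 samples at the limit at P6, it was −7.69 with the limit at 40 cycles (adjusted p = 0.0642 from limma) and −3.19 with the limit at 32 cycles (adjusted p = 0.141 from limma). Across the 9 donors at P3, PTPRC and IL10 had a Pearson r of 0.62 (exact permutation test, p = 0.0766, adjusted p = 0.153) and a Spearman rho of 0.47 (exact permutation test, p = 0.213, adjusted p = 0.425). The value of r was 0.43 to 0.74 when each donor was left out in turn and −0.40 without the 2 donors farthest from the median of PTPRC, which also narrows the range of PTPRC. For PTPRC and ITGAX, the other relation computed, r was −0.16 (exact permutation test, p = 0.673) and rho −0.27 (exact permutation test, p = 0.4933), with an r of 0.37 without the 2 farthest donors. No correlation was computed within the donors numbered /21 (4) or /22 (5), each fewer than 6.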

The secretome composition of cAD-MSCs was also impacted by *in vitro* aging. To our knowledge, this study represents the first investigation into the impact of prolonged passages of cAD-MSCs on secretome composition. Furthermore, our study significantly contributes to expanding the limited database on the secretome of cAD-MSCs. Most detected proteins and their functional characteristics were shared between early and later passages (P3 and P6) (Figure 3). Similar observations were documented in the secretome and exosomes of feline AD-MSCs (36) and canine bone marrow MSCs when compared to cAD-MSCs (5).

However, a notable functional difference was observed for the group of distinctive proteins (10% of detected proteins) in each passage (Group P3 and Group P6). Firstly, P3 exhibited substantial involvement in cytoskeletal regulation by Rho GTPase which plays pivotal roles in diverse cellular processes, encompassing gene expression, cytoskeletal dynamics, survival, cell division, cell adhesion, polarity, and vesicle trafficking (37). As cells age, these events decrease, consistent with the cellular quiescence observed in a later passage (P6) of the present study. Group P3 proteins displayed a significant association with the nicotinic acetylcholine receptor, Wnt, and CCKR signaling pathways, which play crucial roles in MSC regenerative function (38), cell proliferation/apoptosis inhibition (39), and adipocyte differentiation (40), respectively. The last, but very important finding within Group P3, concerns proteins associated with inflammation mediated by the chemokine and cytokine signaling, regulating trafficking and migration of immune cells (41). Moreover, Group P6 proteins were significantly associated with the blood coagulation pathway. Given MSCs’ apparent pro-thrombotic role, it is imperative to emphasize the necessity for stringent control of culture passages before administration to prevent adverse coagulation events (42). Collectively, the results of the present study, coupled with corroborating evidence regarding human MSCs (14, 15), underscore the need for caution when extending cAD-MSCs to later passages.

In addition to groups of distinctive proteins detected in both passages, our investigation unveiled modifications in a subset of shared proteins across both passages, comprising precisely 21 entities that exhibited significant up- or downregulation (Figure 4). Notably, the downregulated proteins in P6 (HSP70, SRSF1, SERPINB1, and COQ10B) are intricately associated with stem cells’ regenerative pathways in the treatment of various diseases (43–47). Nevertheless, these findings warrant further research and confirmatory testing, which are presently constrained by the insufficient accessibility of canine-specific reagents (e.g., monoclonal antibodies).

In conclusion, our findings underscore significant alterations in the regenerative capacity of cAD-MSCs and their secretome due to *in vitro* aging. Thus, prioritizing earlier passages of these cells may be advisable to optimize their regenerative potential for therapeutic applications.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found at: https://www.ebi.ac.uk/pride/; PXD049324. The gene expression profiling data are publicly available on the NCBI Gene Expression Omnibus (GEO) database (Accession Number GSE255585) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE255585.

## Ethics statement

The animal studies were approved by Ethics Board of the Croatian Veterinary Institute and Veterinary Ethics Committee at the Faculty of Veterinary Medicine, University of Zagreb. The studies were conducted in accordance with the local legislation and institutional requirements. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

MP: Writing – review & editing, Writing – original draft, Visualization, Validation, Software, Methodology, Investigation, Formal Analysis, Data curation, Conceptualization. AB: Writing – review & editing, Writing – original draft, Software, Methodology, Investigation, Data curation. RB: Writing – review & editing, Software, Methodology, Investigation, Data curation. VK: Writing – review & editing, Visualization, Methodology, Investigation. IL: Writing – review & editing, Resources. PK: Writing – review & editing, Resources. DV: Writing – review & editing, Methodology. ŠN: Writing – review & editing, Methodology, Investigation. NT: Writing – review & editing, Supervision. DB: Writing – review & editing, Writing – original draft, Supervision, Project administration, Funding acquisition, Conceptualization.

# Supplementary material for: In vitro aging alters the gene expression and secretome composition of canine adipose-derived mesenchymal stem cells
**Source:** Front Vet Sci. 2024 Mar 28;11:1387174. doi: 10.3389/fvets.2024.1387174
**Supplement:** Supplementary file 1

RT² Profiler PCR Array Gene Expression Analysis Report

Marina Prišlin

11-10-2023

Table of Contents

Introduction	3
Summary and workflow	4
Gene Table	5
Data analysis setup	8
Data quality control (QC)	9
Normalization analysis	10
Result	11
Fold regulation and p-value	11
Scatter Plot	12
Volcano Plot	15
Clustergram	18
Heat Map	19
What's next	20
Gene Expression	21

Introduction

Cataloged arrays

RT² Profiler PCR Arrays are highly reliable and sensitive gene expression profiling tools for analyzing focused panels of genes in signal transduction, biological processes or disease research pathways using real-time PCR. Each cataloged RT² Profiler PCR Array contains a list of the pathway-focused genes as well as five housekeeping (reference) genes on the array. In addition, each array contains a panel of proprietary controls to monitor genomic DNA contamination (GDC) as well as the first strand synthesis (RTC) and real-time PCR efficiency (PPC). 

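The genomic DNA control did not cross the threshold in 18 of 18 samples. The 3 reverse transcription control wells crossed between 16.94 and 17.75 cycles, and the 3 positive PCR control wells between 14.23 and 15.05 cycles, over the P3 and P6 samples of the 9 donors.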

The qPCR Assays used in PCR Arrays are laboratory-verified and optimized to work under standard conditions enabling a large number of genes to be assayed simultaneously. Their specificity is guaranteed when RT² SYBR Green qPCR Master Mixes are used as part of the complete PCR Array System protocol.

In this study, 96 genes were profiled on 18 samples with the PAFD-082Z.

Summary and workflow

Cataloged arrays

1. Mature RNA was isolated using an RNA extraction kit according to the manufacturer's instructions.
2. RNA quality was determined using a spectrophotometer and was reverse transcribed using a cDNA conversion kit.
3. The cDNA was used on the real-time RT² Profiler PCR Array (QIAGEN, Cat. no. PAFD-082Z) in combination with RT² SYBR® Green qPCR Mastermix (Cat. no. 330529).

C_T values were exported to an Excel file to create a table of C_T values. This table was then uploaded on to the data analysis web portal at <http://www.qiagen.com/geneglobe>. Samples were assigned to controls and test groups. C_T values were normalized based on a/an Manual Selection of reference genes.

The data analysis web portal calculates fold change/regulation using delta delta C_T method, in which delta C_T is calculated between gene of interest (GOI) and an average of reference genes (HKG), followed by delta-delta C_T calculations (delta C_T (Test Group)-delta C_T (Control Group)). Fold Change is then calculated using $2^{-\Delta\Delta C_T}$ formula. The data analysis web portal also plots scatter plot, volcano plot, clustergram, and heat map.

This data analysis report was exported from the QIAGEN web portal at GeneGlobe.

Gene Table

Position	RefSeq Number	Symbol	Description
A01	NM_001003215	ABCB1	ATP-binding cassette, sub-family B (MDR/TAP), member 1
A02	XM_534781	ACTA2	Actin, alpha 2, smooth muscle, aorta
A03	NM_001006644	ADIPOQ	Adiponectin, C1Q and collagen domain containing
A04	NM_001313804	ALCAM	Activated leukocyte cell adhesion molecule
A05	NM_001146034	ANPEP	Alanyl (membrane) aminopeptidase
A06	XM_533303	ANXA5	Annexin A5
A07	NM_001002975	BDNF	Brain-derived neurotrophic factor
A08	XM_014115322	BGLAP	Bone gamma-carboxyglutamate (gla) protein
A09	XM_534351	BMP2	Bone morphogenetic protein 2
A10	NM_001287170	BMP4	Bone morphogenetic protein 4
A11	NM_001197052	BMP7	Bone morphogenetic protein 7
A12	NM_001003042	CASP3	Caspase 3, apoptosis-related cysteine peptidase
B01	NM_001197022	CD44	CD44 molecule (Indian blood group)
B02	XM_843188	CEBPD	CCAAT/enhancer binding protein (C/EBP), delta
B03	NM_001003090	COL1A1	Collagen, type I, alpha 1
B04	NM_001003245	CSF2	Colony stimulating factor 2 (granulocyte-macrophage)
B05	XM_005624543	CSF3	Colony stimulating factor 3 (granulocyte)
B06	NM_001137652	CTNNB1	Catenin (cadherin-associated protein), beta 1, 88kDa
B07	NM_001003094	EGF	Epidermal growth factor
B08	XM_005625330	ENG	Endoglin
B09	NM_001003217	ERBB2	V-erb-b2 erythroblastic leukemia viral oncogene homolog 2, neuro/glioblastoma derived oncogene homolog (avian)
B10	XM_005624145	FASN	Fatty acid synthase
B11	XM_005619337	FGF10	Fibroblast growth factor 10
B12	XM_003432481	FGF2	Fibroblast growth factor 2 (basic)
C01	XM_005616335	FUT1	Fucosyltransferase 1 (galactoside 2-alpha-L-fucosyltransferase, H blood group)
C02	XM_546927	FZD9	Frizzled family receptor 9
C03	XM_541938	GDF15	Growth differentiation factor 15
C04	XM_542974	GDF5	Growth differentiation factor 5
C05	XM_540103	GDF7	Growth differentiation factor 7
C06	XM_014107406	GTF3A	General transcription factor IIIA
C07	NM_001002964	HGF	Hepatocyte growth factor (hepapoietin A; scatter factor)
C08	XM_543429	HNF1A	HNF1 homeobox A
C09	NM_001003291	ICAM1	Intercellular adhesion molecule 1
C10	NM_001003174	IFNG	Interferon gamma

Position	RefSeq Number	Symbol	Description
C11	NM_001313855	IGF1	Insulin-like growth factor 1 (somatomedin C)
C12	NM_001003077	IL10	Interleukin 10
D01	NM_001037971	IL1B	Interleukin 1, beta
D02	NM_001003301	IL6	Interleukin 6 (interferon, beta 2)
D03	NM_001130093	INS	Insulin
D04	XM_005633222	INSR	Insulin receptor
D05	XM_014110784	ITGAV	Integrin, alpha V (vitronectin receptor, alpha polypeptide, antigen CD51)
D06	XM_547049	ITGAX	Integrin, alpha X (complement component 3 receptor 4 subunit)
D07	XM_005616948	ITGB1	Integrin, beta 1 (fibronectin receptor, beta polypeptide, antigen CD29 includes MDF2, MSK12)
D08	XM_005634783	JAG1	Jagged 1
D09	XM_014106497	KAT2B	K(lysine) acetyltransferase 2B
D10	NM_001048024	KDR	Kinase insert domain receptor (a type III receptor tyrosine kinase)
D11	NM_001012735	KITLG	KIT ligand
D12	NM_001197073	LIF	Leukemia inhibitory factor (cholinergic differentiation factor)
E01	XM_005640309	HAT1	Similar to histone aminotransferase 1 (predicted)
E02	XM_544435	HDAC1	Similar to histone deacetylase 1
E03	XM_005635734	LPL	Lipoprotein lipase
E04	XM_014113367	MCAM	Melanoma cell adhesion molecule
E05	NM_001003337	MITF	Microphthalmia-associated transcription factor
E06	XM_014109407	MMP2	Matrix metalloproteinase 2 (gelatinase A, 72kDa gelatinase, 72kDa type IV collagenase)
E07	XM_014115306	NES	Nestin
E08	XM_548191	NGFR	Nerve growth factor receptor
E09	XM_005625433	NOTCH1	Notch 1
E10	XM_532221	NT5E	5'-nucleotidase, ecto (CD73)
E11	XM_540961	NUDT6	Nudix (nucleoside diphosphate linked moiety X)-type motif 6
E12	NM_001003382	PDGFRB	Platelet-derived growth factor receptor, beta polypeptide
F01	XM_548290	PIGS	Phosphatidylinositol glycan anchor biosynthesis, class S
F02	XM_538830	POU5F1	POU class 5 homeobox 1
F03	NM_001024632	PPARG	Peroxisome proliferator-activated receptor gamma
F04	XM_005618555	PROM1	Prominin 1
F05	XM_005627993	PTK2	Protein tyrosine kinase 2
F06	XM_005622278	PTPRC	Protein tyrosine phosphatase, receptor type, C
F07	NM_001003273	RHOA	Ras homolog gene family, member A
F08	XM_005642335	RUNX2	Runt-related transcription factor 2
F09	XM_005627533	SLC17A5	Solute carrier family 17 (anion/sugar transporter), member 5
F10	XM_005615393	SMAD4	SMAD family member 4
F11	XM_005621177	SMURF1	SMAD specific E3 ubiquitin protein ligase 1

Position	RefSeq Number	Symbol	Description
F12	XM_537589	SMURF2	SMAD specific E3 ubiquitin protein ligase 2
G01	XM_005639752	SOX2	SRY (sex determining region Y)-box 2
G02	NM_001002978	SOX9	SRY (sex determining region Y)-box 9
G03	XM_548568	TBX5	T-box 5
G04	NM_001003309	TGFB1	Transforming growth factor, beta 1
G05	XM_849026	TGFB3	Transforming growth factor, beta 3
G06	NM_001287129	THY1	Thy-1 cell surface antigen
G07	NM_001003244	TNF	Tumor necrosis factor
G08	NM_001003298	VCAM1	Vascular cell adhesion molecule 1
G09	NM_001110502	VEGFA	Vascular endothelial growth factor A
G10	NM_001287023	VIM	Vimentin
G11	NM_001002932	VWF	Von Willebrand factor
G12	XM_539327	WNT3A	Wingless-type MMTV integration site family, member 3A
H01	NM_001195845	ACTB	Actin, beta
H02	XM_535458	B2M	Beta-2-microglobulin
H03	NM_001003357	HPRT1	Hypoxanthine phosphoribosyltransferase 1
H04	XM_844899	PGK1	Phosphoglycerate kinase 1
H05	NM_001313766	RPL13A	Ribosomal protein L13a
H06	SA_00130	FGDC	Dog Genomic DNA Contamination
H07	SA_00104	RTC	Reverse Transcription Control
H08	SA_00104	RTC	Reverse Transcription Control
H09	SA_00104	RTC	Reverse Transcription Control
H10	SA_00103	PPC	Positive PCR Control
H11	SA_00103	PPC	Positive PCR Control
H12	SA_00103	PPC	Positive PCR Control

Data analysis setup

Sample management

Sample ID	Sample Name	Group
1	6-21 3P	Control Group
2	9-21 3P	Control Group
3	13-21 3p	Control Group
4	14-21 3p	Control Group
5	1-22 3p	Control Group
6	2-22 3p	Control Group
7	3-22 3p	Control Group
8	6-22 3p	Control Group
9	7-22 3p	Control Group
10	6-21 6p	Group 1
11	9-21 6p	Group 1
12	13-21 6p	Group 1
13	14-21 6p	Group 1
14	1-22 6p	Group 1
15	2-22 6p	Group 1
16	3-22 6p	Group 1
17	6-22 6p	Group 1
18	7-22 6p	Group 1

Pre-amplification

A pre-amplification using the appropriate species- and pathway-specific RT² PreAMP Primer Mix was not performed and no corrections were made to C_T values during the data analysis procedure other than the use of the C_T cut-off value.

Lower limit of detection

The C_T cut-off was set to 35

Data quality control (QC)

Quality checks performed and results

Test Performed	Test Result
1. PCR Array Reproducibility	All Samples Passed
2. Reverse Transcription Efficiency	All Samples Passed
3. Genomic DNA Contamination	All Samples Passed

Normalization analysis

Manual Selection

Groups	Samples	ACTB	B2M	HPRT1	PGK1	RPL13A	Geometric Mean	Average Geometric Mean
Control Group	6-21 3P	13.66	16.25	13.40	16.45	14.34	14.76	14.84
Control Group	9-21 3P	12.74	16.91	13.41	15.90	14.35	14.58	
Control Group	13-21 3p	13.41	16.63	13.03	15.57	13.89	14.44	
Control Group	14-21 3p	13.62	16.16	13.35	15.94	14.21	14.61	
Control Group	1-22 3p	14.90	18.82	13.95	16.89	14.49	15.71	
Control Group	2-22 3p	15.36	17.86	13.32	15.46	14.57	15.24	
Control Group	3-22 3p	16.30	16.28	13.83	16.91	13.97	15.40	
Control Group	6-22 3p	14.24	16.34	13.67	16.06	13.73	14.76	
Control Group	7-22 3p	12.75	15.68	13.01	15.65	13.74	14.11	
Group 1	3-22 6p	14.28	15.86	13.14	16.04	13.80	14.58	14.65
Group 1	6-22 6p	13.28	17.37	12.85	15.18	14.28	14.51	
Group 1	6-21 6p	14.12	16.35	13.83	16.62	14.51	15.04	
Group 1	9-21 6p	13.54	17.19	13.36	15.45	14.28	14.70	
Group 1	13-21 6p	13.40	16.36	12.72	15.37	13.90	14.29	
Group 1	14-21 6p	14.15	15.31	13.76	16.42	14.22	14.74	
Group 1	1-22 6p	14.07	17.03	13.80	16.52	14.46	15.12	
Group 1	2-22 6p	13.70	17.52	13.35	15.39	14.25	14.77	
Group 1	7-22 6p	12.70	16.43	12.90	15.27	13.70	14.13	

In the Manual Selection method, the arithmetic or geometric means of the data from the assays for the housekeeping / reference genes listed in the table were used to normalize the raw data.

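The 5 reference genes, which encode β-actin (ACTB), β2-microglobulin (B2M), a purine salvage enzyme (HPRT1), a glycolytic enzyme (PGK1) and a ribosomal protein (RPL13A), did not differ detectably between the passages. The geometric mean of their CT values, from which every ΔCT is taken, was 14.85 ± 0.508 (SD, n = 9 donors) at P3 and 14.65 ± 0.321 (SD, n = 9 donors) at P6 (exact permutation test, two-sided p = 0.344). Set against the mean of the other 4, ACTB had a log2 difference of 0.27 (standard error 0.348) and RPL13A one of −0.26 (standard error 0.199). Those of B2M, HPRT1 and PGK1 were −0.04, −0.07 and 0.11, and the adjusted p from limma was 0.844 or more for each of the 5 genes. ACTB varied most between donors at P3, with a CT of 14.11 ± 1.21 (SD, n = 9 donors), and 0.518 was its SD at P6. RPL13A, with CT values of 14.14 ± 0.319 (SD, n = 9 donors) at P3 and 14.16 ± 0.288 (SD, n = 9 donors) at P6, varied least. The direction turned for ACTB, B2M and RPL13A in the donors numbered /21 alone.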

Result

Fold regulation and p-value

Test Group	Control Group	Fold Regulation Threshold	p-Value Threshold
Group 1	Control Group	2	0.05

Position	Gene Symbol	Fold Regulation	p-Value	Comments
C12	IL10	-5.46	0.004148	A
F06	PTPRC	-20.83	0.019001	A

Fold-Change ($2^{(-\Delta\Delta C_T)}$) is the normalized gene expression ($2^{(-\Delta C_T)}$) in the Test Sample divided the normalized gene expression ($2^{(-\Delta C_T)}$) in the Control Sample. Fold-Regulation represents fold-change results in a biologically meaningful way. Fold-change values greater than one indicates a positive- or an up-regulation, and the fold-regulation is equal to the fold-change. Fold-change values less than one indicate a negative or down-regulation, and the fold-regulation is the negative inverse of the fold-change.

The p values are calculated based on a Student's t-test of the replicate $2^{(-\Delta C_T)}$ values for each gene in the control group and treatment groups, and p values less than 0.05 are indicated in red. 

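PTPRC and IL10 passed this rule of the report, a fold regulation of at least 2 with an unadjusted p under 0.05, and ITGAX did not in spite of the largest fold regulation, −30.0. On 2^−ΔCT values, the methods' test gave an unadjusted p of 0.0190 for PTPRC, 0.00415 for IL10 and 0.317 for ITGAX, whose P3 mean is dominated by 1 donor. An exact permutation test of the same 2^−ΔCT means gave two-sided p-values of 0.000658 for PTPRC, 0.00596 for IL10 and 0.000329 for ITGAX. VEGFA, which encodes an angiogenic growth factor, and FASN, which encodes fatty acid synthase, also had an unadjusted p under 0.05 by the methods' test (0.0279 and 0.0428) with log2 differences of −0.80 and 0.61, under 2-fold; both were singled out after their values were seen. VEGFA was lower at P6 in 6 of 9 donors and FASN higher in 5 of 9. These 4 genes, 3 lower and 1 higher, are all of the 84 with an unadjusted p under 0.05 by the methods' test. After adjustment over the 84 genes it left none, with an adjusted p of 0.348 for IL10 and 0.781 for PTPRC. With the exact permutation test of −ΔCT in its place, 5 genes were past 2-fold with an unadjusted p under 0.05, all of them lower at P6.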

The p-value calculation used is based on parametric, unpaired, two-sample equal variance, two-tailed distribution – a method widely accepted in scientific literature.

Scatter Plot

Test Group	Control Group	Fold Regulation Threshold
Group 1	Control Group	2

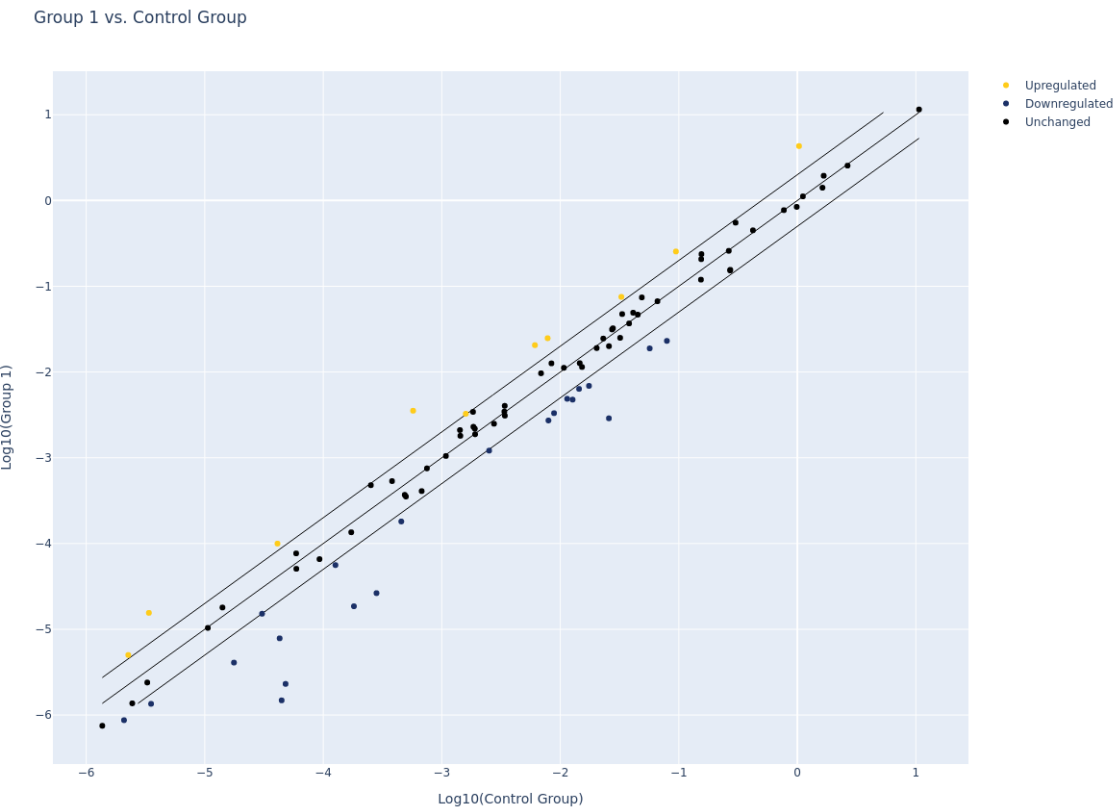

The Scatter Plot compares the normalized expression of every gene on the PCR Array between the two selected groups by plotting them against one another to quickly visualize large gene expression changes. The center diagonal line indicates unchanged gene expression, while the outer diagonal lines indicate the selected fold regulation threshold. Genes with data points beyond the outer lines in the upper left and lower right corners are up-regulated or down-regulated, respectively, by more than the fold regulation threshold in the y-axis Group relative to the x-axis Group.

Genes Over-Expressed in Group 1 vs. Control Group

Position	Gene Symbol	Fold Regulation	Comments	RT ² qPCR Assay Catalog #
A08	BGLAP	3.37		PPF00334A
B03	COL1A1	4.18		PPF00230A
B05	CSF3	2.43		PPF11809A
B07	EGF	4.60	B	PPF00236A
C07	HGF	2.05		PPF00046A
E06	MMP2	2.69		PPF00308A
E07	NES	3.17		PPF10300A
F03	PPARG	6.18		PPF00186A
G06	THY1	2.30		PPF09626A
G07	TNF	2.21	B	PPF00476A

Genes Under-Expressed in Group 1 vs. Control Group

Position	Gene Symbol	Fold Regulation	Comments	RT ² qPCR Assay Catalog #
A03	ADIPOQ	-9.77	A	PPF00204A
A04	ALCAM	-3.01		PPF03427A
A09	BMP2	-2.67		PPF02535A
A10	BMP4	-2.26		PPF10452A
B04	CSF2	-2.39	B	PPF00477A
C03	GDF15	-2.52		PPF07107A
C11	IGF1	-2.00	A	PPF12664A
C12	IL10	-5.46	A	PPF00207A
D01	IL1B	-2.61	B	PPF00525A
D03	INS	-4.31	B	PPF06441A
D04	INSR	-2.92		PPF07200A
D06	ITGAX	-30.03	A	PPF10013A
D09	KAT2B	-8.91		PPF02464A
D11	KITLG	-3.44		PPF00105A
E01	HAT1	-2.53		PPF14470A
E03	LPL	-10.66		PPF00205A
E09	NOTCH1	-2.07		PPF04820A
E12	PDGFRB	-2.35		PPF00638A
F06	PTPRC	-20.83	A	PPF10210A
F09	SLC17A5	-2.66		PPF01096A
G03	TBX5	-2.26		PPF10871A

Volcano Plot

Test Group	Control Group	Fold Regulation Threshold	p-Value Threshold
Group 1	Control Group	2	0.05

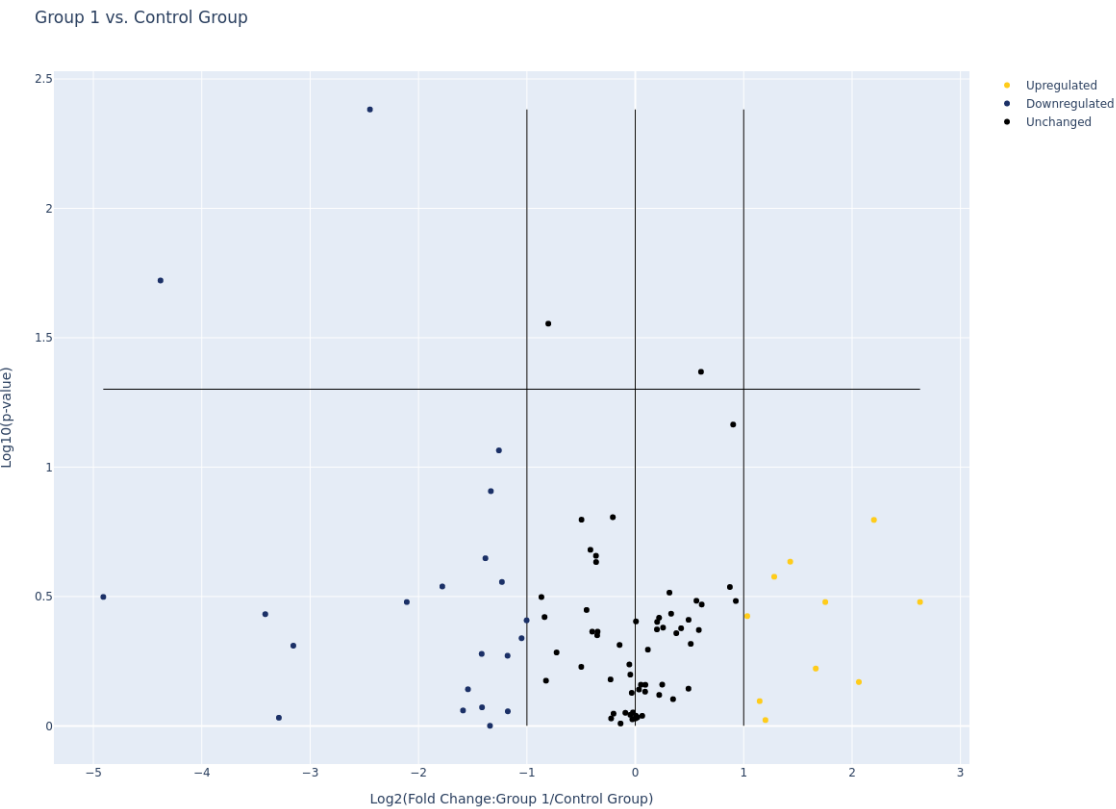

The Volcano Plot identifies significant gene expression changes by plotting the log2 of the fold changes in gene expression on the x-axis versus their statistical significance on the y-axis. The center vertical line indicates unchanged gene expression, while the two outer vertical lines indicate the selected fold regulation threshold. The horizontal line indicates the selected p-value threshold. Genes with data points in the far upper left (down-regulated) and far upper right (up-regulated) sections meet the selected fold regulation and p-value thresholds. By combining the fold change results with the p-value statistical test results, genes with both large and small expression changes that are statistically significant are easily visualized.

Genes Over-Expressed in Group 1 vs. Control Group

Position	Gene Symbol	Fold Regulation	p-Value	Comments	RT ² qPCR Assay Catalog #
A08	BGLAP	3.37	0.332198		PPF00334A
B03	COL1A1	4.18	0.676730		PPF00230A
B05	CSF3	2.43	0.265206		PPF11809A
B07	EGF	4.60	0.159942	B	PPF00236A
C07	HGF	2.05	0.376520		PPF00046A
E06	MMP2	2.69	0.231985		PPF00308A
E07	NES	3.17	0.600357		PPF10300A
F03	PPARG	6.18	0.332115		PPF00186A
G06	THY1	2.30	0.949461		PPF09626A
G07	TNF	2.21	0.802296	B	PPF00476A

Genes Under-Expressed in Group 1 vs. Control Group

Position	Gene Symbol	Fold Regulation	p-Value	Comments	RT ² qPCR Assay Catalog #
A03	ADIPOQ	-9.77	0.930111	A	PPF00204A
A04	ALCAM	-3.01	0.871567		PPF03427A
A09	BMP2	-2.67	0.526848		PPF02535A
A10	BMP4	-2.26	0.535596		PPF10452A
B04	CSF2	-2.39	0.086178	B	PPF00477A
C03	GDF15	-2.52	0.123846		PPF07107A
C11	IGF1	-2.00	0.391019	A	PPF12664A
C12	IL10	-5.46	0.004148	A	PPF00207A
D01	IL1B	-2.61	0.224983	B	PPF00525A
D03	INS	-4.31	0.332193	B	PPF06441A
D04	INSR	-2.92	0.721887		PPF07200A
D06	ITGAX	-30.03	0.317394	A	PPF10013A
D09	KAT2B	-8.91	0.489808		PPF02464A
D11	KITLG	-3.44	0.289194		PPF00105A
E01	HAT1	-2.53	0.998855		PPF14470A
E03	LPL	-10.66	0.369992		PPF00205A
E09	NOTCH1	-2.07	0.458332		PPF04820A
E12	PDGFRB	-2.35	0.277824		PPF00638A
F06	PTPRC	-20.83	0.019001	A	PPF10210A
F09	SLC17A5	-2.66	0.847677		PPF01096A
G03	TBX5	-2.26	0.878418		PPF10871A

Clustergram

Sample	Dimension	Join Type	Color Coded
Array	2-D	Average	Genes

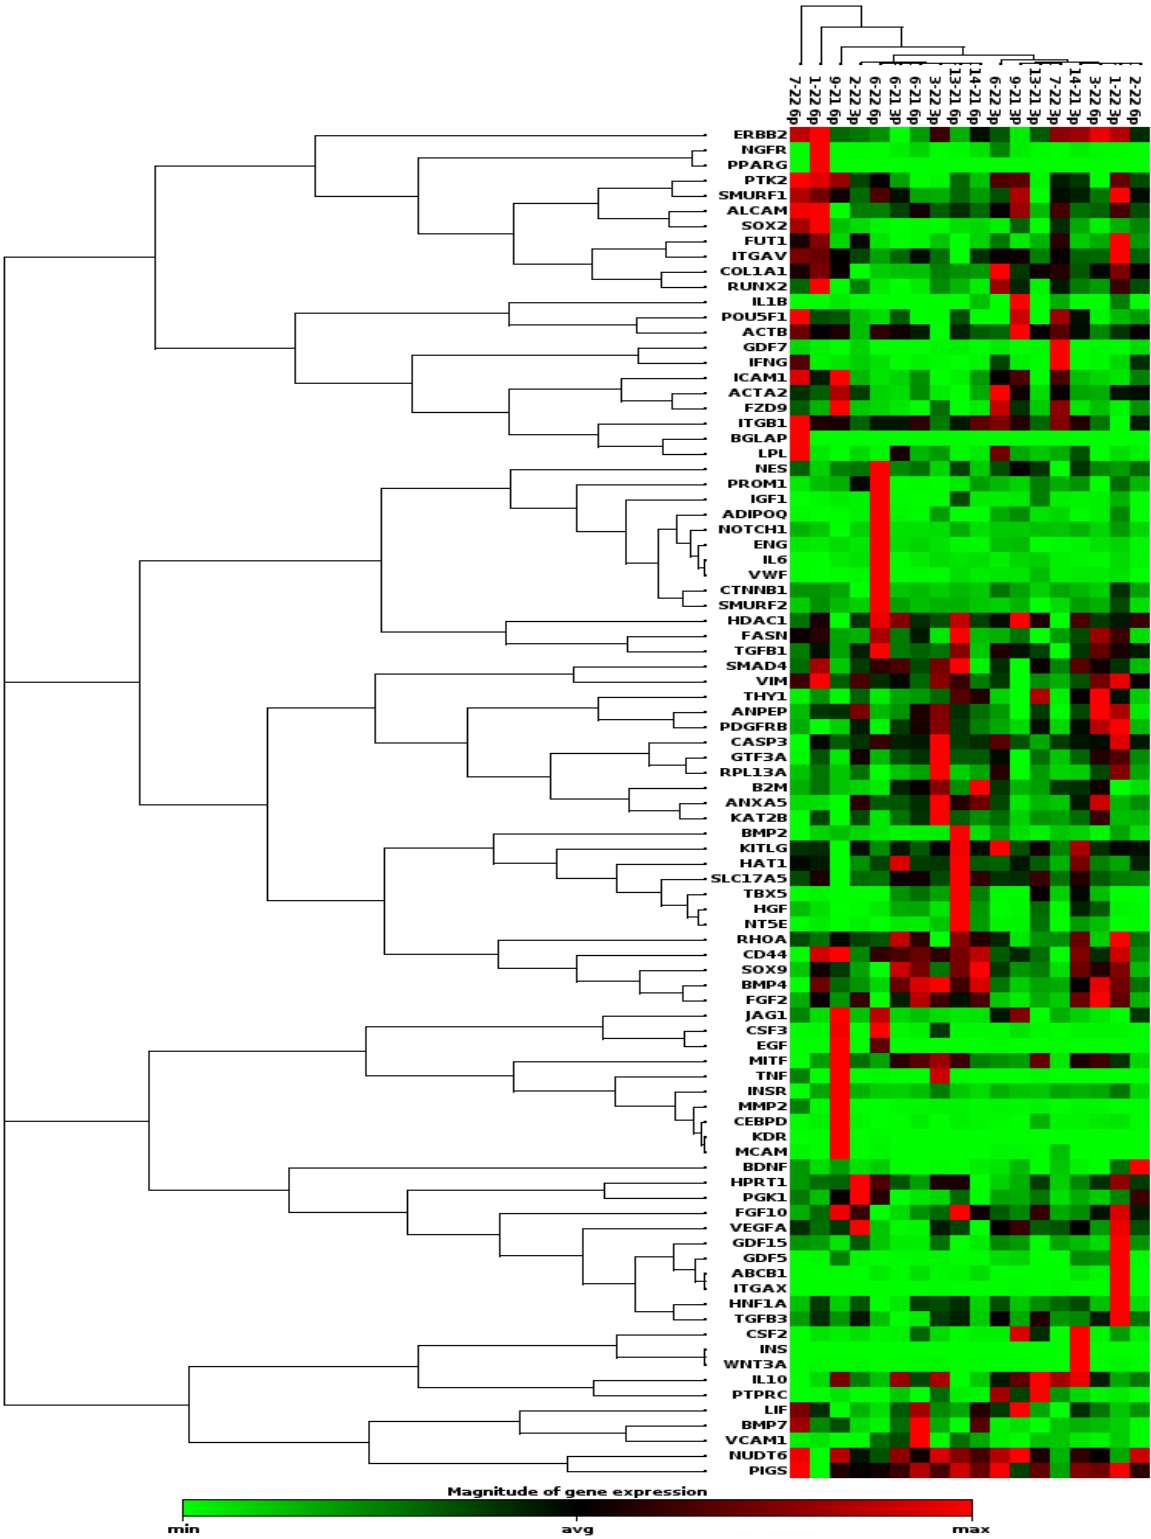

Heat Map

Test Group	Control Group
Group 1	Control Group

Visualization of log2(Fold Change)

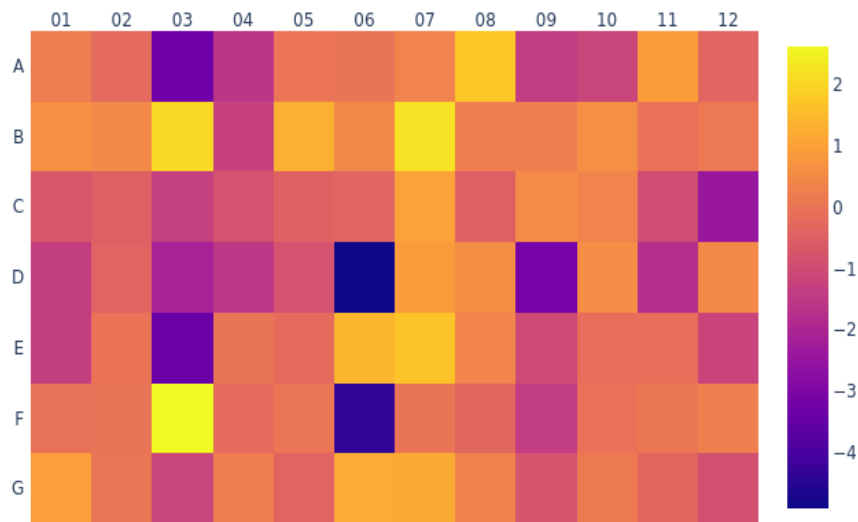

Layout	01	02	03	04	05	06	07	08	09	10	11	12
A	ABCB1 / 1.15	ACTA2 / -1.17	ADIPOQ / -9.77 / A	ALCAM / -3.01	ANPEP / 1.01	ANXA5 / 1.0	BDNF / 1.26	BGLAP / 3.37	BMP2 / -2.67	BMP4 / -2.26	BMP7 / 1.87	CASP3 / -1.28
B	CD44 / 1.53	CEBPD / 1.41	COL1A1 / 4.18	CSF2 / -2.39 / B	CSF3 / 2.43	CTNNB1 / 1.34	EGF / 4.6 / B	ENG / 1.15	ERBB2 / 1.19	FASN / 1.52	FGF10 / -1.03	FGF2 / 1.07
C	FUT1 / -1.65	FZD9 / -1.41	GDF15 / -2.52	GDF5 / -1.79 / B	GDF7 / -1.37 / B	GTF3A / -1.29	HGF / 2.05	HNF1A / -1.41	ICAM1 / 1.43	IFNG / 1.27 / B	IGF1 / -2.0 / A	IL10 / -5.46 / A
D	IL1B / -2.61 / B	IL6 / -1.32	INS / -4.31 / B	INSR / -2.92	ITGAV / -1.77	ITGAX / -30.03 / A	ITGB1 / 1.83	JAG1 / 1.5	KAT2B / -8.91	KDR / 1.48	KITLG / -3.44	LIF / 1.4
E	HAT1 / -2.53	HDAC1 / -1.02	LPL / -10.66	MCAM / 1.0	MITF / -1.15	MMP2 / 2.69	NES / 3.17	NGFR / 1.3	NOTCH1 / -2.07	NTSE / -1.11	NUDT6 / -1.1	PDGFRB / -2.35
F	PIGS / -1.07	POU5F1 / -1.02 / B	PPARG / 6.18	PROM1 / -1.17	PTK2 / 1.04	PTPRC / -20.83 / A	RHOA / 1.0	RUNX2 / -1.28	SLC17A5 / -2.66	SMAD4 / -1.03	SMURF1 / 1.05	SMURF2 / 1.19
G	SOX2 / 1.9	SOX9 / 1.02	TBX5 / -2.26	TGFB1 / 1.16	TGFB3 / -1.33	THY1 / 2.3	TNF / 2.21 / B	VCAM1 / 1.24	VEGFA / -1.74	VIM / 1.08	VWF / -1.27	WNT3A / -1.82 / B

What's next

Thank you for using the RT² Profiler Data Analysis Software.

The Data Analysis software delivers a list of expression changes in the samples from the supplied data. However, this result often only starts an investigation into the underlying mechanisms at work. In order to assist in further analysis, the QIAGEN now utilizes the latest bioinformatics tools to analyze the data and suggest regulatory mechanisms and future experiments. Please review the results from the selected tools below.

Gene Expression: This tool will help define a panel of genes based of this experiment's results. This panel may represent a putative biomarker set, a target gene set or simply a collection of genes. The tool is designed to deliver a list of gene expression assays that would allow the user to follow-up the results of the analyzed experiment.

Gene Expression

Test Group	Control Group	Fold Regulation Threshold	p-Value Threshold
Group 1	Control Group	2	0.05

Position	Symbol	Fold Regulation	p-Value	RT2 qPCR Assay
C12	IL10	-5.46	0.004148	PPF00207A
F06	PTPRC	-20.83	0.019001	PPF10210A

# Supplementary material for: In vitro aging alters the gene expression and secretome composition of canine adipose-derived mesenchymal stem cells
**Source:** Front Vet Sci. 2024 Mar 28;11:1387174. doi: 10.3389/fvets.2024.1387174
**Supplement:** Supplementary file 2

**Supplementary Material 3.** Complete list of LC-MS/MS detected proteins, their accession number, gene symbols, t-test and fold change results.

How the deposited data were processed for this re-analysis (not part of the article)

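RNA of cAD-MSCs from 9 dogs was measured at P3 and P6 with an RT-qPCR array, 18 samples in all, and each sample was assigned to its passage and donor from its label and from the paper's tables. The deposited per-sample values are CT values in cycles, before any limit, with wells that never crossed the threshold marked as undetermined. The authors also deposited the mean CT per passage, the mean ΔCT, the ratio to the reference genes 2^−ΔCT, and the fold change of P6 over P3, which their array software computed with a CT limit of 35 cycles and the geometric mean of ACTB, B2M, HPRT1, PGK1 and RPL13A. The p-values of the paper's report were read from Supplementary material 1. No read depth applies to these data. Each gene has 1 well per sample, so the spread given is that between donors and includes the error of a single well.

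For this re-analysis each CT above 35 or undetermined was set to 35, the geometric mean CT of the 5 reference genes was subtracted, and the result with its sign turned (−ΔCT) was analysed on the log2 scale in R 4.3.3. P6 was compared with P3 with limma 3.58.1 (least squares and empirical Bayes, two-sided, without a donor block, as the paper's test is unpaired), with Benjamini-Hochberg adjustment over the 84 genes and a threshold of 0.05. Reference genes were each tested against the mean of the other 4. Detection, a CT under 35, was compared with Fisher's exact test. Gene lists were tested with an exact permutation test of the mean −ΔCT of their members over all divisions of the 18 samples into 9 and 9, adjusted over 12 lists: leukocyte markers, leukocyte and inflammatory cytokines, adipocyte genes, endothelial and mural cell markers, MSC surface markers, stemness genes, matrix and cytoskeleton genes, trophic growth factors, BMP, GDF and TGF-β ligands, osteogenesis genes, chromatin and transcription regulators, and Notch and Wnt pathway genes. Correlations across donors were tested over all 362880 pairings. The methods' test, an unpaired test with equal variances on 2^−ΔCT without adjustment, was run as an alternative. Figures were drawn with matplotlib 3.10.9.

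The tests named above, the gene lists, the alternatives and the rule for named genes were set before the data were examined. Chosen afterwards were the setting without donors 9/21 and 7/22, the tests of distant and of neighbouring wells, the exchange of passage labels within donors, the comparison of RNA integrity scores between the passages, the test of the donors whose score was not lower at P6 and the comparison of transcripts with the paper's proteins. The rule takes every gene that the paper lists with a change of at least 2-fold (31 genes), the 5 reference genes, every gene with an adjusted p under 0.05 with or without the donor block, and every gene with an unadjusted p under 0.05 without it. The fold changes of the paper had been seen when the rule and the gene lists were written, and the 2 members of the leukocyte list have the 2 largest falls of the paper, so the test of that list is not reported. The other alternatives were the donor as a block, an exact permutation test, robust regression or medians, CT limits of 40 and 32 cycles, the arithmetic mean of the reference CTs, normalization without ACTB and B2M or to the median of the genes detected in every sample, a filter that kept the 74 genes with a mean CT of at most 30 at P3 or P6, the RNA integrity score or the number after the stroke in the donor's name (taken as a year) as a covariate, the donors numbered /21 or /22 alone, each donor left out in turn, and the deposited means in place of the values computed here. Every fold change computed here for the 84 genes was within 0.01 of the authors' deposited fold change (largest difference 0.00497).

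The samples of the 2 passages are paired, since both come from the same dogs. The deviations of the P3 and P6 samples of a donor from their passage means correlated with coefficients from 0.066 to 0.643 (median 0.161, 6 of 9 above 0.1), against a median of −0.034 for samples of different donors, and in 4 of 9 donors the own partner had the highest correlation. The procedure was tested on simulated data for P6 against P3 with 9 donors each and 84 genes over 50 simulations: of genes changed 4-fold, 41.8% were called (68.7% of those with a spread below the median and 10.8% of those above), of genes changed 16-fold 70.6% were called (93.5% and 45.4%), and of unchanged genes 0.875% were called. The simulated values were drawn independently from normal distributions, without donor effects or single failed wells. In every simulation 10 genes were changed at each of the 2 sizes. The rates in the real data may therefore differ from these. The secretome data of the paper have no file among those used here, and only the values of its protein list were read.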

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

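Of the tests in this part, those of the distant wells, of their neighbours and of the donors whose RNA integrity score was not lower at P6 were chosen after the values were seen. A sample stands apart where its gap to the nearest other donor takes up an unusually large part of the range of its 9 donors; 18 samples did so in 72 groups of a gene and a passage, and most of these genes were chosen for a 2-fold difference, which a distant sample can produce.

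PTPRC was lower at P6 in 9 of 9 donors and IL10 in 7 of 9. The RNA integrity scores had close medians (10 at P3 and 9.9 at P6), but in all but 4 of the 9 donors the score was lower at P6. With nearly equal passage means the score could take up little of the PTPRC difference, so that the 103% kept with it as a covariate decides nothing. In the 4 donors whose score was not lower at P6, PTPRC was lower in 4 of 4 and IL10 in 3 of 4. Their differences were 115% and 101% of those of all donors. However, 4 donors are too few to exclude lower RNA quality as a cause for IL10 (41.6% to 136% for the lower of the 2 genes when each was left out). Reference gene drift is argued against as the whole cause, since the PTPRC difference was −4.54 with the median of the detected genes, against −4.38. Only that normalization uses none of the reference genes. At least 98.6% was kept under 3 other normalizations (97.6% to 105% when each donor was left out), but the rest of these reuse reference genes and would share a drift. Without ACTB and B2M the difference of −4.38 (standard error 0.997) became −4.32 (standard error 1.04). With that larger error the adjusted p from limma was 0.0508. Leukocytes carried over to P3 cannot be told apart from lower expression in the MSCs (the paper proposes cells of the stromal vascular fraction without naming leukocytes, and cites 4% of cells positive for CD34): PTPRC and ITGAX, the 2 genes of the leukocyte list, had an r of −0.16 across donors at P3, and the range of −0.34 to 0.15 when each donor was left out keeps this open, while ITGAX was lower at P6 in 8 of 9 donors and the paper's flow cytometry found no CD45 protein at P3. A change with passage in the MSCs themselves stays open as well and was not tested.

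For each of the 31 genes past a 2-fold change, the sample farthest from the gene's median within its own passage was left out. Past 2-fold remained 10 genes (32.3%), 7 lower and 3 higher, and the direction of 11 turned. Single samples with failed assays are a candidate explanation for some of the 2-fold changes, such as those of BGLAP (1.75 with all samples, −0.12 without the P6 sample of donor 7/22) and ALCAM (−1.59, and 0.23 without the P6 sample of donor 9/21). The sample left out need not be a failed assay. For CSF2 it crossed at 31.03 cycles (P3, donor 14/21) and for PDGFRB at 27.09 cycles (P6, donor 1/22), and both genes fell below 2-fold. The differences of ITGAX (−3.93), PTPRC (−5.01), ADIPOQ (−4.21), LPL (−2.76) and IL10 (−1.96) were among those that remained past 2-fold. Leaving out the farthest sample shrinks many differences by construction, whatever made that sample distant. A lasting difference of 1 donor would show at both passages. At P3 donor 9/21 had CTs of 17.66 for ALCAM, 20.01 for HAT1, 23.24 for NOTCH1 and 20.8 for SLC17A5. Donor 7/22 had 21.63 for BGLAP, 20.13 for BMP2 and 21.24 for BMP4 at P3. At P6 COL1A1 crossed at 11.92 in donor 2/22 and NES at 19.18 in donor 7/22. These values lie among those of other donors and argue against a lasting difference there. THY1 (donor 9/21), GDF15 (13/21) and TBX5 (2/22) were latest at both passages. A change of 1 donor at 1 passage stays open and was not tested, since each gene has 1 well per sample.

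Among the 72 genes with a median CT under 30, 22 wells lay at least 8 cycles from the median of their gene, 18 later and 4 earlier, and 15 of them were in the P6 samples of donors 9/21 and 7/22. Within a sample these wells stood next to each other in 6 pairs, against a median of 1 in 10000 random placements (permutation test by random placement, p = 0.00060). In donor 9/21 at P6 KAT2B, KDR (early, at 12.18) and KITLG (positions D09 to D11) and HAT1 and HDAC1 (E01 and E02) were such neighbours, and in donor 7/22 at P6 BGLAP (early), BMP2 and BMP4 (A08 to A10) and KAT2B and KDR. Failures of neighbouring wells may account for part of these values. Shared regulation of neighbouring genes, such as BMP2 and BMP4, stays open and was not tested.

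In the P6 sample of donor 9/21, ALCAM, HAT1, NOTCH1 and SLC17A5 were at the limit of 35 cycles, against medians of 18.87, 20.43, 23.68 and 20.93 cycles in the other donors, and KITLG had a CT of 32.58 against 18.51. In the P6 sample of donor 7/22, BMP2 and BMP4 were undetermined, at 35 cycles, against medians of 21.70 and 19.88, INSR had a CT of 34.16 against 22.06, and BGLAP one of 4.75 against 22.28. At P3, COL1A1 was undetermined (35) in donor 2/22 against a median of 12.23, NES in donor 7/22 against 19.95, and THY1 in donor 9/21 against 17.91. PPARG had a CT of 7.56 in the P6 sample of donor 1/22 against a median of 25.58. INS had a CT of 13.29 in the P3 sample of donor 14/21 against a median of 32.56. GDF15 had a CT of 32.01 in the P6 sample of donor 13/21 against a median of 26.32. The P3 sample of that donor was the latest of its passage too, at 30.11. CSF2 had a CT of 33.05 in the P6 sample of donor 6/21, and TNF one of 26.00 in the P3 sample of donor 3/22, each against a median of 35 in the other donors. The reference gene PGK1 had a CT of 15.46 in the P3 sample of donor 2/22 against a median of 16.00.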

How the results depend on the processing

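The setting without donors 9/21 and 7/22 and the exchange of passage labels within donors were chosen after the values were seen. PTPRC was lower at P6 under all 16 alternatives (log2 difference −6.83 to −3.00), with an adjusted p under 0.05 in 9 of the 15 that give a test. IL10 was lower under all 16 (−3.56 to −1.72) and past the threshold in none. Some alternatives cannot change the difference of means, so that their direction adds no evidence. These are the donor block, the methods' test, the exact permutation test, the filter and the covariate for the donor number. The deposited means restate the same data. The limit of 35 cycles bounds the level of PTPRC and ITGAX at P6, and 84 genes in 9 donors limit which smaller changes can be called. With the replicate block for the donor the genes with an adjusted p under 0.05 were 2, by the addition of ITGAX (−4.91), and the block changed no other call. Their number was 0 with the methods' test (4 genes unadjusted), the exact permutation test (5 unadjusted), without ACTB and B2M (5), in the donors numbered /21 alone (3), in those numbered /22 alone (5) and without donors 9/21 and 7/22 (4); it was 2 with the median of the detected genes or the filter on low expression, 3 with robust regression (PTPRC, ITGAX and LPL) and 0 to 2 when each donor was left out. PTPRC then lost its call with −4.38 under the methods' test and the exact permutation test, −4.32 without ACTB and B2M, −3.88 in the donors numbered /21, −4.78 in those numbered /22 and −4.21 without donors 9/21 and 7/22, and ranged from −4.82 to −3.84 without each donor, with an adjusted p of 0.0632 to 0.0872 without donors 6/21, 13/21, 3/22, 6/22 or 7/22. Fewer samples enter the fits of these groups or without donors, and for the other settings the cause was not tested. The leukocyte list, whose test is not reported because the falls of its members were known, differed by −4.64 with all samples, also under the methods' test, by −3.18 in the donors numbered /21 and by −5.82 in those numbered /22. Of the 84 genes 31 were past 2-fold, and 14 were by medians; with the methods' p under 0.05 as well they were 2, against 5 with the exact permutation test and 1 in each group of donors, /21 and /22, alone. Normalizing to the median of the detected genes moved the median of all genes from −0.05 to −0.21.

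The direction of these P6 minus P3 differences turned, in each case for a value that had not passed a test, and the cause was not tested. With robust regression or, for lists, medians it turned for BGLAP −0.056, BMP4 0.29, COL1A1 −0.23, HAT1 0.19, NES −0.043 and THY1 −0.27, and the lists of endothelial and mural cell markers −0.80, stemness genes 0.26, trophic growth factors −0.0094 and osteogenesis genes −0.14. With a CT limit of 40 it turned for the list of osteogenesis genes −0.068. With the arithmetic mean of the reference CTs it turned for the list of osteogenesis genes −0.0028. With the median of the detected genes it turned for the lists of endothelial and mural cell markers −0.093, MSC surface markers −0.11, trophic growth factors −0.11 and osteogenesis genes −0.16. With the filter on low expression it turned for the lists of stemness genes 0.50 and trophic growth factors −0.21. With the RNA integrity score as a covariate it turned for the list of osteogenesis genes −0.017. In the donors numbered /21 alone it turned for BMP2 1.698, BMP4 1.16, COL1A1 −0.40, HGF −1.12, IL1B 0.073, INSR 0.58, NES −0.70, ACTB −0.45, B2M 0.33 and RPL13A 0.065, and the lists of leukocyte and inflammatory cytokines 0.077, matrix and cytoskeleton genes −0.045, trophic growth factors −0.25 and BMP, GDF and TGF-beta ligands 0.34. In the donors numbered /22 alone it turned for ALCAM 0.13, HAT1 0.73, NOTCH1 0.57, SLC17A5 0.11 and THY1 −0.50, and the lists of endothelial and mural cell markers −0.11, stemness genes 0.67, osteogenesis genes −0.17 and Notch and Wnt pathway genes 0.22. Without donors 9/21 and 7/22 it turned for ALCAM 0.33, BGLAP −0.10, BMP2 0.15, BMP4 0.22, HAT1 0.16, MMP2 −0.37, NOTCH1 0.26, SLC17A5 0.14, THY1 −0.36, TNF −1.15, B2M 0.11 and PGK1 −0.034, and the list of endothelial and mural cell markers −0.25. When each donor was left out in turn, the values ranged, with a turn of sign, for ALCAM −2.00 to 0.36, B2M −0.23 to 0.15, BGLAP −0.14 to 2.14, BMP2 −2.30 to 0.26, BMP4 −1.55 to 0.39, COL1A1 −0.51 to 2.74, HAT1 −1.72 to 0.35, INS −2.70 to 0.25, NES −0.11 to 2.12, NOTCH1 −1.59 to 0.27, SLC17A5 −1.73 to 0.17, THY1 −0.31 to 1.56, and for the lists of MSC surface markers −0.015 to 0.17, endothelial and mural cell markers −0.22 to 0.31, osteogenesis genes −0.35 to 0.29, stemness genes −0.54 to 0.42, trophic growth factors −0.074 to 0.25.

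In the unpaired limma comparison, 4 of 100 splits of the 18 samples, the real one included, gave as many genes as the real 1, and the highest of the other splits gave 4; a share of 4 in 100 drawn splits lies too close to 0.05 to exclude chance, and the exact permutation test over all splits gave PTPRC an adjusted p of 0.0518. Exchanging the passage labels within donors keeps the pairs of samples: with the donor block 1 of 100 exchanges, the real one, gave as many as the real 2 and the highest of the others was 0, and without the block the real one alone reached 1.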

Differences from the paper's values

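All 84 fold regulations and the 31 p-values of the paper's report, and the counts of 21 genes lower and 10 genes higher at P6, were matched by the values computed here, with a largest difference of 0.00499 in a fold regulation, and none differed. The paper calls both IL10 and PTPRC significantly lower at P6. Here IL10 had a log2 difference of −2.45, lower at P6 in 7 of 9 donors, with an adjusted p of 0.222 from limma, while PTPRC had −4.38, lower in 9 of 9 donors, with an adjusted p of 0.0300. The unadjusted methods' test on 2^−ΔCT calls both genes (0.00415 for IL10 and 0.0190 for PTPRC), and the unadjusted p of IL10 was 0.00922 from limma and 0.00633 from the exact permutation test. Adjusted over the 84 genes, the methods' test gave 0.348 for IL10 and 0.781 for PTPRC. No alternative tried gave IL10 an adjusted p under 0.05; the adjusted p ranged from 0.0545, with robust regression, to 0.899, in the donors numbered /21 alone.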

Other observations

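Most of the genes of this part were chosen after their values were seen. Of the surface markers that the paper measured by flow cytometry at P3, all but CD34 have a gene on the array; THY1 and PTPRC fall under the rule for named genes and the others do not. ITGB1 (CD29) had a CT of 16.58 ± 2.53 (SD, n = 9 donors) at P3, CD44 one of 17.54 ± 2.70 (SD, n = 9 donors) and ENG (CD105) one of 20.04 ± 0.598 (SD, n = 9 donors). THY1 (CD90) was detected in 8 of 9 donors at P3. NT5E, which encodes CD73, was detected in 9 of 9 donors at P3, with a CT of 23.35 ± 2.328 (SD, n = 9 donors), and in 9 of 9 at P6. The paper did not observe CD73 protein at P3 and points out that its antibody for CD73 was polyclonal. NGFR, which encodes CD271, was detected in 8 of 9 donors at P3 with a CT of 28.90 ± 3.35 (SD, n = 9 donors), and PTPRC, which encodes CD45, in 9 of 9, while the paper reports both proteins as absent.

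CD44 was late in both samples of donor 7/22, with a CT of 24.51 at P3 and 22.22 at P6. For FASN, the paper's protein list gives a fold change of 0.4234 (the paper's p is 0.046), and the transcript differed by 0.27 on the log2 scale in the 6 donors of the paper's secretome analysis, higher in 3 and lower in 3. HPRT1, a reference gene of the array, has a protein fold change of 2.114 in the paper's list (the paper's p is 0.0035), and its transcript differed by −0.0024 against the reference mean that includes it. These 2 genes are those with a paper's p under 0.05 among the genes on both the array and the list of 1187 proteins. No gene's change with passage differed between the donors numbered /21 and /22 by limma, whether adjusted or at an unadjusted p under 0.05 (0 genes each); with the donor block the counts were 0 and 4.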
